# Cell Type-Specific mRNA Dysregulation in Hippocampal CA1 Pyramidal Neurons of the Fragile X Syndrome Mouse Model

**DOI:** 10.3389/fnmol.2017.00340

**Published:** 2017-10-20

**Authors:** Laura Ceolin, Nathalie Bouquier, Jihane Vitre-Boubaker, Stéphanie Rialle, Dany Severac, Emmanuel Valjent, Julie Perroy, Emma Puighermanal

**Keywords:** FXS, functional genomics, KLK8, RiboTag, spine maturation

## Abstract

Fragile X syndrome (FXS) is a genetic disorder due to the silencing of the *Fmr1* gene, causing intellectual disability, seizures, hyperactivity, and social anxiety. All these symptoms result from the loss of expression of the RNA binding protein fragile X mental retardation protein (FMRP), which alters the neurodevelopmental program to abnormal wiring of specific circuits. Aberrant mRNAs translation associated with the loss of *Fmr1* product is widely suspected to be in part the cause of FXS. However, precise gene expression changes involved in this disorder have yet to be defined. The objective of this study was to identify the set of mistranslated mRNAs that could contribute to neurological deficits in FXS. We used the RiboTag approach and RNA sequencing to provide an exhaustive listing of genes whose mRNAs are differentially translated in hippocampal CA1 pyramidal neurons as the integrative result of FMRP loss and subsequent neurodevelopmental adaptations. Among genes differentially regulated between adult WT and *Fmr1*^−/*y*^ mice, we found enrichment in FMRP-binders but also a majority of non-FMRP-binders. Interestingly, both up- and down-regulation of specific gene expression is relevant to fully understand the molecular deficiencies triggering FXS. More importantly, functional genomic analysis highlighted the importance of genes involved in neuronal connectivity. Among them, we show that *Klk8* altered expression participates in the abnormal hippocampal dendritic spine maturation observed in a mouse model of FXS.

## Introduction

Fragile X syndrome (FXS) is an inherited neurodevelopmental disorder with a wide variety of symptoms, including intellectual disability, seizures, hyperactivity, social anxiety, and others characteristic of autism spectrum disorders. It is caused by loss-of-function mutations in the RNA binding protein fragile X mental retardation protein (FMRP) (Pieretti et al., 1991; Kelleher and Bear, 2008; Lozano et al., 2014). The knockout of *Fmr1* gene in mouse (*Fmr1*^−/*y*^ mice) exhibits the primary molecular and behavioral symptoms associated with FXS (Hou et al., 2006). Many pathological changes observed in FXS are thought to be a result of a modest increase in protein synthesis (Bear et al., 2004; Bhakar et al., 2012; Bhattacharya et al., 2012). Indeed, previous studies have shown a rescue of altered synaptic plasticity and some neurological symptoms by normalizing the rate of global mRNA translation (Dolen et al., 2007; Osterweil et al., 2010, 2013; Krueger and Bear, 2011; Qin et al., 2015). However, the mRNAs that are aberrantly translated remain to be identified.

In the search for genes expression deficiencies, quantitative genomic approaches are complicated by complex RNA profiles from individual cell types within a tissue. Genetically labeled cell types strategies now allow focusing on a pertinent cell type to identify specific gene expression (Heiman et al., 2008; Sanz et al., 2009). We chose the RiboTag approach (Sanz et al., 2009), which is a methodology for affinity purification of ribosome-bound mRNAs from genetically defined cell populations in the brain. The RiboTag mouse line expresses the ribosomal protein Rpl22 tagged with the hemagglutinin (HA) epitope in specific cell types by mating to a Cre recombinase-expressing mouse. HA-tagged ribosomes can be then purified from the target cell population and their associated mRNAs sequenced. This allows the comparison of translatome profiles in a genetically-identified cell population between mouse genotypes.

FMRP loss in *Fmr1*^−/*y*^ mice has been shown to cause abnormal synaptic and structural plasticity in CA1 pyramidal cells (Huber et al., 2002; Lauterborn et al., 2007; Hu et al., 2008; Meredith and Mansvelder, 2010; Busquets-Garcia et al., 2013), which in turn have been associated with impaired hippocampal function as well as cognitive deficits (Contractor et al., 2015; Radwan et al., 2016). We thus studied the mRNA translation in hippocampal CA1-pyramidal cells in *Fmr1*^−/*y*^ mice compared to wild-type littermates in order to identify those genes involved in this neurodevelopmental disorder. Differential analysis of ribosome-associated mRNA revealed up- and down-regulation of genes linked to plasticity-related functions. Among them, we found a decreased expression of *Klk8* in *Fmr1*^−/*y*^ mice. KLK8, Kallikrein Related Peptidase 8 (also known as neuropsin), is a serine protease expressed focally in the limbic system (Chen et al., 1995), especially in hippocampal CA1 pyramidal cells, which drives early processes of memory acquisition and Schaffer collateral plasticity in adult mouse hippocampus (Tamura et al., 2006). Interestingly, KLK8 catalyzes the proteolysis of proteins from the extracellular matrix (Matsumoto-Miyai et al., 2003) and could thus control adhesion changes between pre- and postsynaptic neurons needed for stable synaptic plasticity. Here, we show that re-establishing KLK8 expression in *Fmr1*^−/*y*^ cultured hippocampal neurons restores normal dendritic spine maturation.

## Results

To determine the identity of any differentially translated mRNAs linked to the loss of FMRP in CA1 pyramidal neurons, we generated an *Fmr1*^−/*y*^ mouse line allowing us to perform the RiboTag approach (Sanz et al., 2009). For this purpose, we first generated a double transgenic mouse line, by crossing the RiboTag mouse line (Sanz et al., 2009) with the tamoxifen-inducible *Wfs1-CreERT2* mouse line (Madisen et al., 2010) leading to the expression of the ribosomal protein Rpl22 tagged with the hemagglutinin (HA) epitope exclusively in Wolfram syndrome 1 (Wfs1)-expressing neurons (Luuk et al., 2008) (Figures 1, 2A). Double immunofluorescence analyses confirmed that HA expression was restricted to CA1 pyramidal cells (CaMKIIα) and absent from CA2 pyramidal cells (RGS14), GABAergic cells (GAD67), astrocytes (GFAP), and microglia (Iba1) (Figures 2A–C). As expected, expression of *Wfs1* and the glutamatergic marker *Slc1a1* was enriched after HA-immunoprecipitation on whole hippocampal lysates compared to the input fraction (which comprises all mRNAs from the initial homogenate) (Figures 2D,E). By contrast, gene expression markers for GABAergic cells (*Gad1, Slc32a1*), oligodendrocytes (*Cnp*), astrocytes (*Gfap*), microglia (*Aif1*), as well as interneuron-specific markers (*Sst, Npy, Pvalb, Calb2, Kcnip1, Grm1*) were all de-enriched (Figure 2E), validating the *Wfs1-CreERT2:RiboTag* mouse line to perform mRNA profiling in CA1 pyramidal cells. We therefore generated a triple transgenic mouse line (*Wfs1-CreERT2:RiboTag:Fmr1*^−/*y*^) (Supplemental Figure S1) allowing to assess the impact of the loss of FMRP (Figure 2F) on the translatome of CA1 pyramidal cells.

**Figure 1:**
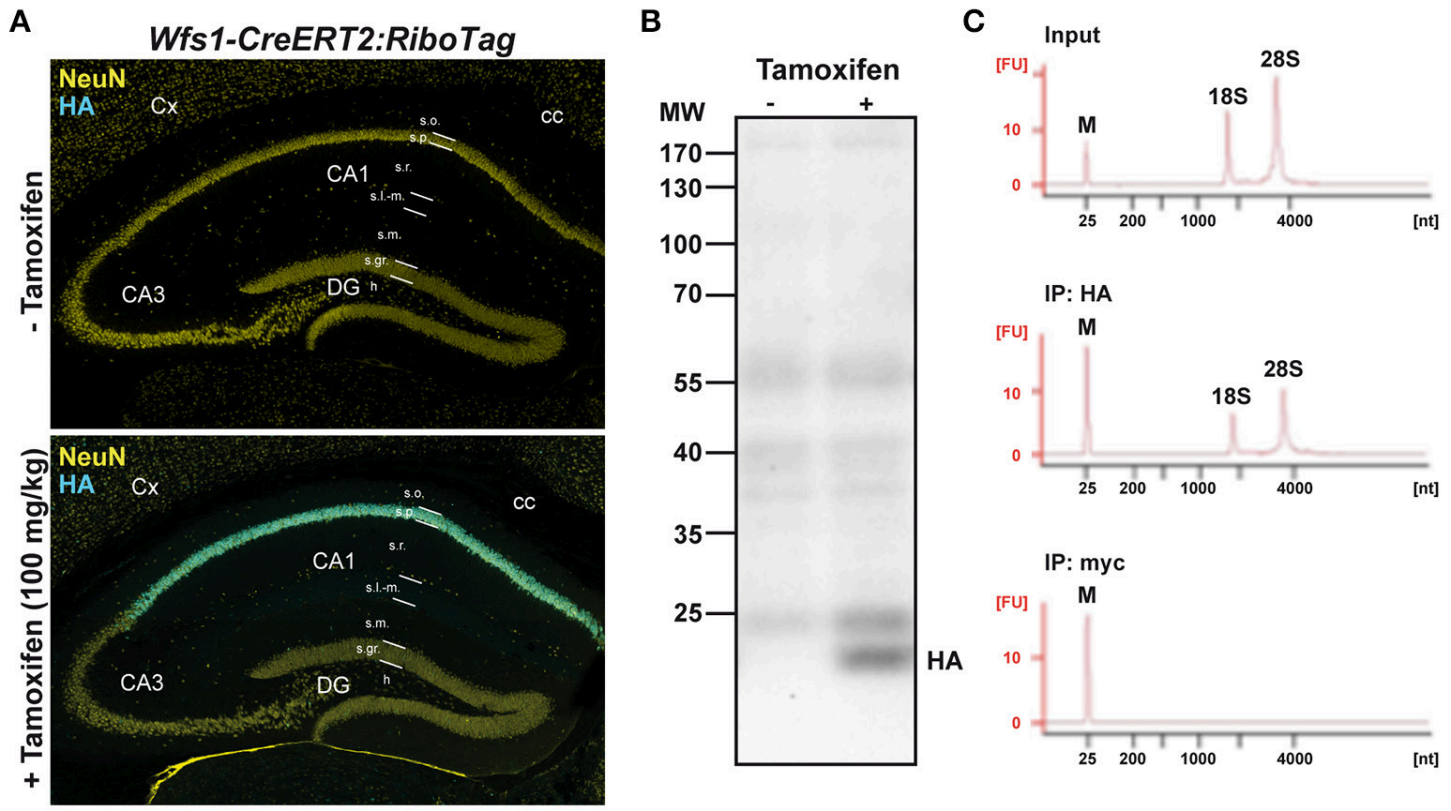
Characterization of *Wfs1-CreERT2:RiboTag* mouse line. **(A)** Double immunofluorescence HA (cyan) and NeuN (yellow) in *Wfs1-CreERT2:RiboTag* mice treated with vehicle (top) or tamoxifen (bottom, 100 mg/kg) for 3 consecutive days and sacrificed 1 week later. **(B)** Immunoblot of HA of hippocampal homogenates from *Wfs1-CreERT2:RiboTag* mice treated with vehicle or tamoxifen (100 mg/kg) for 3 consecutive days and sacrificed 1 week later. **(C)** Specificity of HA-tagged ribosomes immunoprecipitation. Agilent Technologies 2100 Bioanalyzer electropherogram analysis of hippocampal homogenate (input) and immunoprecipitates using anti-HA and control anti-Myc antibodies in *Wfs1-CreERT2:RiboTag* mice.

**Figure 2:**
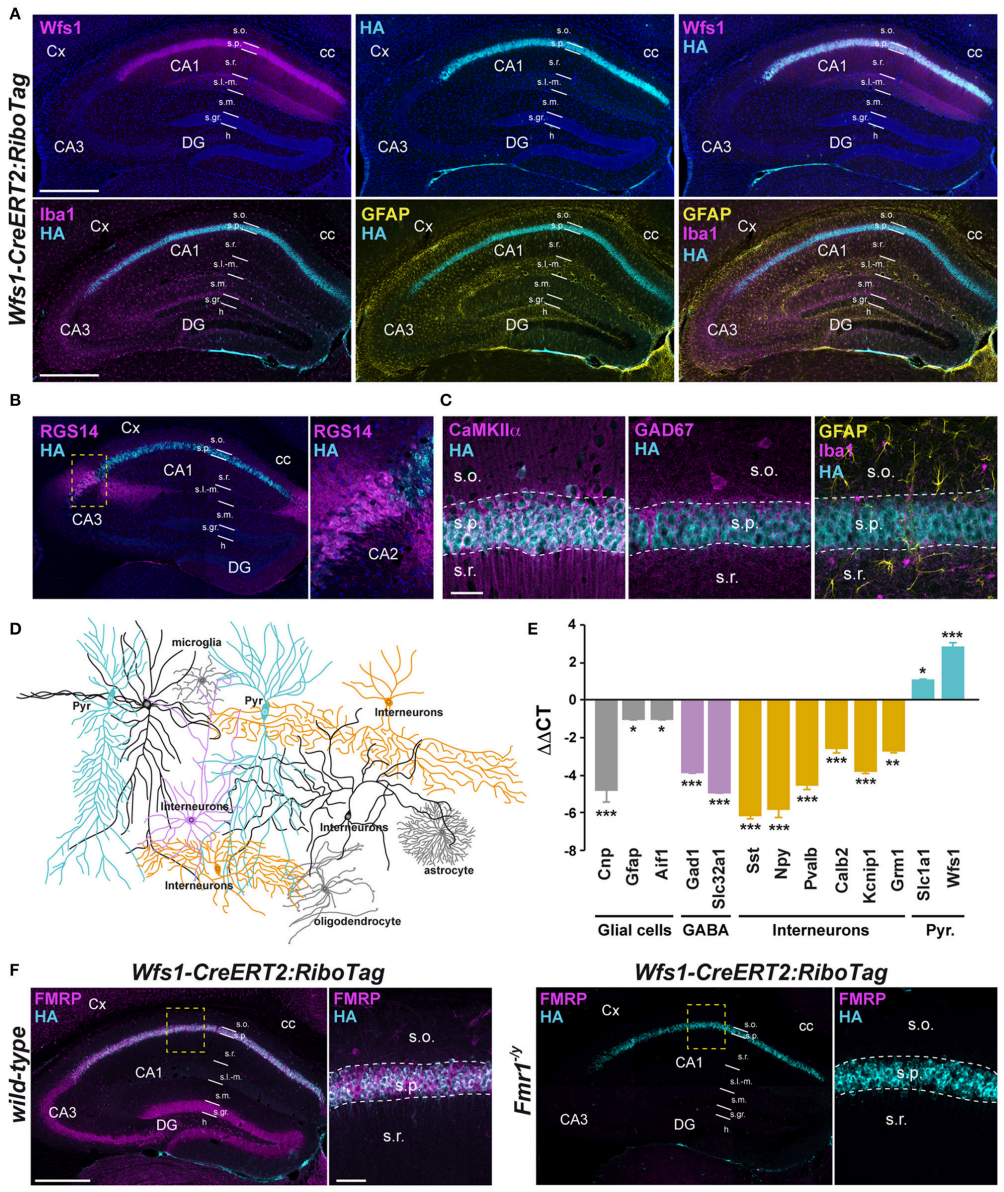
Characterization of *Wfs1-CreERT2:RiboTag:Fmr1*^−/*Y*^ mouse line. **(A)** Double immunofluorescence for Wfs1 (magenta) and HA (cyan) counterstained with DAPI (upper panels) and triple immunofluorescence for Iba1 (magenta), HA (cyan), and GFAP (yellow) (lower panels) in the dorsal hippocampus of *Wfs1-CreERT2:RiboTag* mice. Scale bars: 400 μm. **(B)** Double immunofluorescence for RGS14 (magenta) and HA (cyan). The lack of co-localization indicates that HA is preferentially expressed in CA1 but not CA2 pyramidal cells in *Wfs1-CreERT2:RiboTag* mice. **(C)** Triple immunofluorescence for HA (cyan), CaMKIIα (magenta), GAD67 (magenta), Iba1 (magenta), and GFAP (yellow) in the CA1 area of the dorsal hippocampus of *Wfs1-CreERT2:RiboTag* mice. Scale bars: 20 μm. For all immunofluorescence analyses, three slices per mouse were used (*n* = 3–4 mice/staining). **(D)** Drawing illustrating HA expression (cyan) among the distinct CA1 hippocampal cell types. **(E)** Validation by qRT-PCR (ΔΔCT) of the enrichment of pyramidal cell markers (*Slc1a1* and *Wfs1*; cyan bars) and de-enrichment of GABAergic (*Gad1, Slc32a1*; magenta bars, *Sst, Npy, Pvalb, Calb2, Kcnip1*, and *Grm1*; orange bars) and mossy cell markers (*Calb2*; orange bars) as well as glial cells markers (*Gfap, Cnp*, and *Aif1*; gray bars) after HA-immunoprecipitation from hippocampi of *Wfs1-CreERT2:RiboTag* mice. Data are expressed as the fold change comparing the pellet fraction vs. the input containing the mRNAs from all cellular types (*n* = 6 mice/genotype). **(F)** Double immunofluorescence for HA (cyan) and FMRP (magenta) in the dorsal hippocampus of wild-type (left panels) and *Fmr1*^−/*y*^ (right panels) *Wfs1-CreERT2:RiboTag* mice (*n* = 3 mice). Scale bars: 400 μm. High magnification images in CA1 subfield correspond to areas delineated by the yellow stippled squares. Scale bars: 50 μm. Cx, cortex; DG, dentate gyrus; cc, *corpus callosum*; s.o., *stratum oriens*; s.p., *stratum pyramidale*; s.r., *stratum radiatum*; s.l.-m. *stratum lacunosum-moleculare*; s.m, *stratum moleculare*; s.gr, *stratum granulosum*; h, *hilus*. ^*^p < 0.05; ^**^p < 0.01; ^***^p < 0.001.

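RNA bound to HA-tagged ribosomes of CA1 pyramidal neurons was sequenced from 6 wild-type and 6 Fmr1 -/y biological replicates, each a pool of hippocampi from 4 to 6 mice aged 2 to 6 months. In these mice the Cre recombinase expressed under the Wfs1 promoter switches on HA-tagged Rpl22, a protein of the large ribosomal subunit, after tamoxifen (100 mg/kg on 3 days), and tissue was taken 1 week later. The authors aligned the reads of stranded libraries of polyadenylated RNA to the mm10 genome and deposited, for 24079 genes, the number of reads on the opposite strand of each gene, without normalization. Between 39400980 and 55745464 reads per wild-type library were counted on genes (median 41711923), and between 43106629 and 65565479 per Fmr1 -/y library (median 49579609). The 17823 genes with at least 15 reads summed over the 12 libraries were kept, which is the filter of the paper. Counts were scaled by edgeR's TMM method and are given as CPM, the counts scaled to a common library size, and the genotypes were compared with edgeR's quasi-likelihood test without a block or covariate, with Benjamini-Hochberg adjustment. The choice of test was the step that changed the number of genes called the most. Coordinates are those of RefSeq genes on GRCm38, the same build as mm10, matched by Entrez identifier. Fmr1 (Entrez 14265, chromosome X from 68678536 to 68717963) had 1971 to 2608 reads in each wild-type library, 0 reads in 5 Fmr1 -/y libraries and 1 read in the other. Measured against a floor of 3 reads, which covers counting error only, it was at least 732-fold lower in Fmr1 -/y libraries.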

We next used high-throughput RNA sequencing (RNAseq) to perform genome-wide analyses of CA1 tagged ribosome-bound mRNAs in *Fmr1*^−/*y*^ mice and wild-type littermates (GEO; http://www-ncbi-nlm-nih-gov.insb.bib.cnrs.fr/geo/). 

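Of the 17823 genes tested, 4 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 1418 had an unadjusted p under 0.05, where 891 would be reached by chance. The 4 genes were Fmr1, Serpina3n, Klk8 and Efcab6. DESeq2's Wald test with its current defaults, applied to the same filtered counts, gave 84 genes at the same threshold, and these included all 78 genes drawn in Figure 3A. With the fold change prior that was the default of the DESeq2 version the paper used, 82 genes passed, including 77 of the 78. The libraries of the 2 genotypes share replicate numbers. Over all genes tested, the deviations of same-numbered libraries from their group means had a mean correlation of 0.025, which rose to 0.15 when only genes with a mean log2 CPM over 5 were used. There the single pairs ran from -0.44 to 0.60. With the replicate number as a block, 4 genes passed in edgeR. The same block in DESeq2, a fit chosen after seeing the data, gave 146 genes. All 78 genes of Figure 3A had an unadjusted p under 0.05 in edgeR. When the adjustment was made over this list alone all 78 passed, which shows no stability, since the list was drawn from the same counts.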

Using a *P value* for a FDR < 0.05, our analysis identified 78 genes whose expression was different between the two genotypes. 

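The 4 genes past the threshold in edgeR's test were all lower in Fmr1 -/y libraries and none was higher, with 654 lower and 764 higher genes at an unadjusted p under 0.05. The smallest adjusted p among higher genes was 0.089, for Cml3. DESeq2's current defaults gave 53 lower and 31 higher genes. Each of the 78 genes of Figure 3A changed in the direction drawn there. Apart from Fmr1, the log2 fold changes of the 48 other genes drawn as downregulated ran from -0.90 to -0.17 with a median of -0.31, and their adjusted p from 0.0041 to 0.313. The 29 genes drawn as upregulated had log2 fold changes between 0.26 and 1.29 with a median of 0.56, and adjusted p between 0.089 and 0.273. In 34 of the 49 lower genes every Fmr1 -/y library was below every wild-type library, and in 13 of the 29 higher genes every Fmr1 -/y library was above them. Chance gives such a separation of 6 against 6 libraries in 0.216% of genes, although these genes were selected from the same libraries.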

Among them, 49 genes were significantly downregulated and 29 upregulated (Figure 3A). Differentially expressed genes including downregulated (*Serpina3n, Klk8, Efcab6*), upregulated (*Itih3, Igfbp2, Cml3*) as well as equally expressed (*Neurog2*) genes were confirmed by qRT-PCR (Figure 3B), validating the reliability of gene quantification by the RNAseq approach. 

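The plot of RNAseq levels by genotype covers the ribosome-bound mRNA of these genes and not the qRT-PCR samples. Serpina3n (Entrez 20716, chromosome 12 from 104406646 to 104414334) measured 56.0 ± 7.76 CPM in wild-type and 30.0 ± 5.49 CPM in Fmr1 -/y libraries (SD, n = 6 each), 53.6% of wild type (log2 fold change -0.90, standard error 0.12, adjusted p = 0.0041 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Efcab6 (chromosome 15 from 83866712 to 84075025) was at 57.2% of wild type (log2 fold change -0.81, standard error 0.13, adjusted p = 0.032), and its adjusted p ranged from 3.8e-06 to 0.128 over the alternatives. Klk8 was at 54.8% of wild type. Among the genes that were higher, Cml3 (chromosome 6 from 85760631 to 85765767) rose to 189% of wild type (log2 fold change 0.92, standard error 0.16, adjusted p = 0.089). Its levels were 2.38 ± 0.440 CPM in wild-type and 4.49 ± 0.765 CPM in Fmr1 -/y libraries (SD, n = 6 each). Igfbp2 reached 154% (log2 fold change 0.62, standard error 0.13, adjusted p = 0.181) and Itih3 144% (log2 fold change 0.52, standard error 0.12, adjusted p = 0.197). These 3 genes were past 0.05 in DESeq2 and not in edgeR, and for Igfbp2 and Itih3 the levels of the genotypes overlapped. Neurog2 (chromosome 3 from 127632733 to 127635636) was a low gene, with 1.34 ± 0.253 CPM in wild-type and 0.653 ± 0.0713 CPM in Fmr1 -/y libraries (SD, n = 6 each). This was 48.6% of wild type, with all Fmr1 -/y libraries below all wild-type libraries (log2 fold change -1.04, standard error 0.22, adjusted p = 0.181 in edgeR, and adjusted p = 0.0045 in DESeq2).

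**Figure D1:**
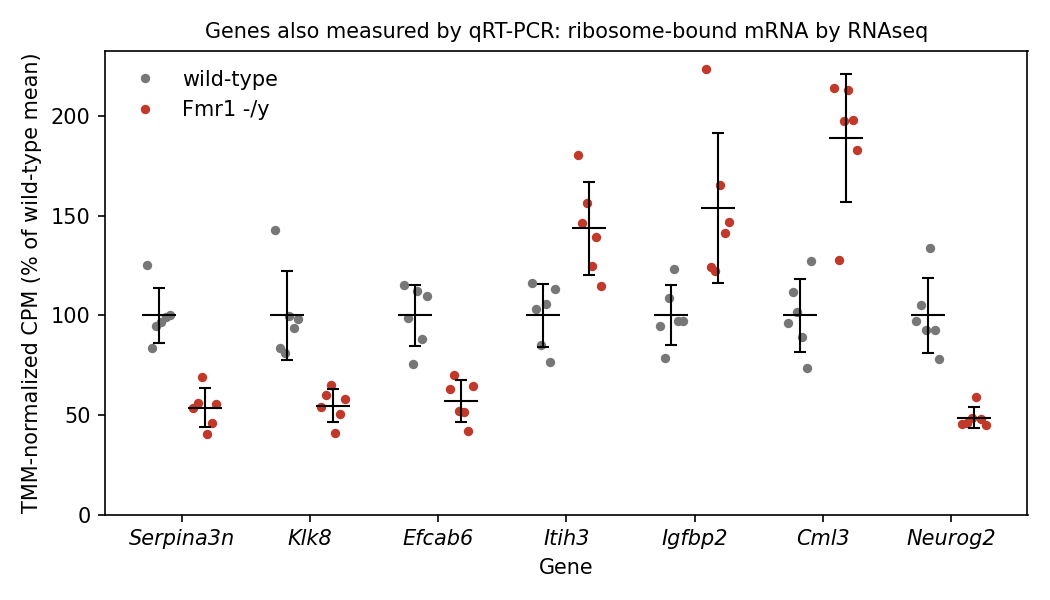
Level of 7 genes in each library by RNAseq, as TMM-normalized CPM in percent of the wild-type mean (y axis), by gene (x axis). Grey points are the 6 wild-type and red points the 6 Fmr1 -/y libraries, with horizontal lines for the mean and error bars for the SD; the Fmr1 -/y mean is 54.8% for Klk8, 189% for Cml3 and 48.6% for Neurog2.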

To gain insight into the nature of the differentially translated mRNAs in CA1 pyramidal neurons, we compared our data with the 842 FMRP-bound mRNAs previously identified from mouse brain polyribosomes (Darnell et al., 2011). Our cross-analysis revealed that 15% (12 out of 78) of these genes were FMRP-bound mRNAs. Given that 4.7% of the whole genome encodes for FMRP-binders (842 out of 17,823) this comparative analysis highlights a three-fold enrichment in FMRP-binders in our screen. 

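Among the 12 mRNAs that the paper lists as FMRP-bound, Kcnq3, Dlgap3, Cacna1g, Frmpd4, Sipa1l1, Fasn, Slc8a1, Itpr1, Atmin, Cdc42bpa and Dennd5a were lower in Fmr1 -/y libraries. The size of the log2 fold changes over the 12 ran from 0.17 to 0.52 with a median of 0.28. None had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where the values lay between 0.147 and 0.301, and all 12 had an unadjusted p under 0.05. All 12 passed in DESeq2 with its current defaults. Dlgap3 (chromosome 4 from 127168305 to 127237022) measured 215 ± 8.02 CPM in wild-type and 169 ± 17.7 CPM in Fmr1 -/y libraries (SD, n = 6 each) (log2 fold change -0.35, standard error 0.07, adjusted p = 0.147). Kcnq3 (chromosome 15 from 65986374 to 66286636) measured 13.0 ± 1.78 CPM in wild-type and 9.07 ± 1.28 CPM in Fmr1 -/y libraries (SD, n = 6 each) (log2 fold change -0.52, standard error 0.11, adjusted p = 0.181). The change of Dennd5a was the smallest of the 12 (log2 fold change -0.17, standard error 0.05, adjusted p = 0.301).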

Interestingly, among the 12 FMRP-bound mRNAs identified, 11 were downregulated (*Kcnq3, Dlgap3, Cacna1g, Frmpd4, Sipa1l1, Fasn, Slc8a1, Itpr1, Atmin, Cdc42bpa, Dennd5a*), while only *Atp1a2* was upregulated in *Fmr1*^−/*y*^ mice compared to wild-type littermates (Figure 3C). In addition, our study also revealed altered mRNAs translation of new sets of genes belonging to gene families known to be the target of FMRP (Figure 3D). Furthermore, 85% (66 out of 78) of the differentially translated mRNAs identified were FMRP-unbound mRNAs, suggesting that the loss of FMRP has a more widespread impact on mRNAs translation (Figure 3C). 

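Members of these families among the genes of Figure 3A had the following values. Igsf21 was at 74.9% of wild type (log2 fold change -0.42, standard error 0.09, adjusted p = 0.181). Klhl13 was at 78.8% of wild type (log2 fold change -0.34, standard error 0.08, adjusted p = 0.216). Arhgef28 was at 80.7% of wild type (log2 fold change -0.31, standard error 0.07, adjusted p = 0.181). Tanc1 had a log2 fold change of -0.29, Tmem184c of -0.28 and Synj2 of -0.24, with adjusted p of 0.226, 0.216 and 0.244. In the other direction, Stxbp3a (log2 fold change 0.43, standard error 0.10, adjusted p = 0.199) and Tmem176a (log2 fold change 0.43, standard error 0.11, adjusted p = 0.239) were higher. All of these p-values are Benjamini-Hochberg adjusted values of edgeR's quasi-likelihood test, and all 8 genes passed 0.05 in DESeq2 with its current defaults. The list of FMRP targets was not used here.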

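The 66 genes of Figure 3A that the paper does not list as FMRP-bound split into 38 lower and 28 higher genes, Fmr1 among the former. Without Fmr1, the size of their log2 fold changes ran from 0.19 to 1.29, with a median of 0.43. In edgeR's quasi-likelihood test 4 of the 66 had a Benjamini-Hochberg adjusted p under 0.05, and the highest adjusted p was 0.313. From the share of unbound mRNAs, the paper proposes that the loss of FMRP affects translation more widely.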

Together, these results reveal that FMRP controls the translation as well as the repression of a subset of mRNAs in CA1 pyramidal neurons.

**Figure 3:**
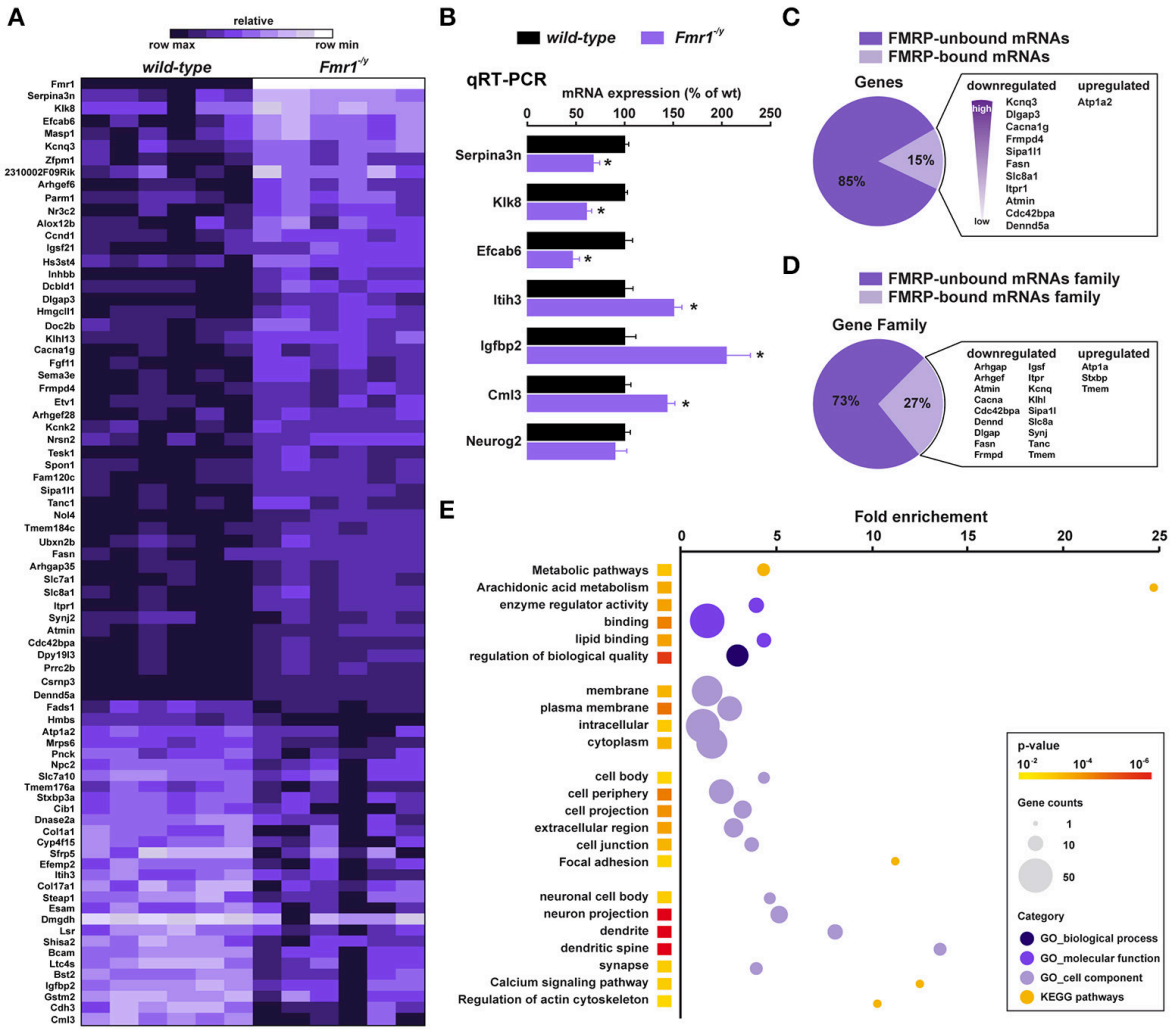
Translatome profile of CA1 pyramidal neurons in wild-type and *Fmr1*^−/*y*^ mice. **(A)** Heatmap of the 78 differentially regulated genes in CA1 pyramidal neurons between wild-type littermates and *Fmr1*^−/*y*^ mice. Scaled expression values are color-coded according to the legend (6 biological replicates/genotype, *n* = 4–6 mice/replicate). **(B)** Relative mRNA expression obtained by qRT-PCR analysis after HA immunoprecipitation of hippocampi from wild-type and *Fmr1*^−/*y*^ mice. The mRNA expression of each gene was normalized to the expression of the housekeeping gene β-actin. Results are represented as mean ± SEM (*n* = 6 mice/genotype). **(C,D)** Cross-analysis of our RNAseq data with FMRP-bound mRNAs **(C)** and mRNAs family **(D)** previously identified from mouse brain polyribosomes. **(E)** Gene Ontology (GO) analysis including Biological processes (darkened purple), Molecular function (purple) and Cellular component (lightened purple), and KEGG pathway (orange). The fold-enrichment is displayed for each GO term with Benjamini-Hochberg-corrected *p* values < 0.01. The size of the dots is proportional to the number of genes associated with a given GO term.

To determine whether differentially translated mRNAs belong to specific physiological categories, we next performed Gene Ontology (GO) analysis, which included Biological Process, Cellular Component, and Molecular Function, as well as KEGG pathways analyses to map molecular interaction and reaction networks (Figure 2E). 

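The gene lists of Supplemental Table S3 were set against the counts. They hold only genes the paper had already called from these counts, so their directions describe the lists and do not test the categories. Of 7 genes listed under synapse, 6 were lower in Fmr1 -/y libraries, and so were 6 of the 7 listed under dendritic spine. In each of these lists Fmr1 was the 1 gene past an adjusted p of 0.05 in edgeR's quasi-likelihood test. All 3 genes under regulation of actin cytoskeleton were lower, with log2 fold changes between -0.46 and -0.25. Of the 9 genes under cell junction, 6 were lower and 3 higher, with adjusted p from 0.054 to 0.273. The 16 genes listed under extracellular region divided into 7 lower and 9 higher genes. Of these, 2 had a Benjamini-Hochberg adjusted p under 0.05 in the same test, and the log2 fold changes ran from -0.90 to 0.95.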

Notably, the most enriched GO categories comprised terms related to spine formation/maturation including synapses, dendritic spines, actin cytoskeleton, cell junctions and extracellular matrix (ECM) regulation (Figure 3E, Supplemental Figures S2–S6, Supplemental Table 3), suggesting a potential contribution in the aberrant spine maturation described in CA1 pyramidal neurons (Bilousova et al., 2009; He and Portera-Cailliau, 2013).

One key process in controlling structural synaptic plasticity is the ECM regulation. In particular, ECM proteases activity regulates cell adhesion at synapses and defects in proteases expression or function have been linked to FXS (Gkogkas et al., 2014; Sidhu et al., 2014). 

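Klk8 (Entrez 259277, chromosome 7 from 43797532 to 43803826) measured 22.0 ± 4.93 CPM in wild-type and 12.1 ± 1.85 CPM in Fmr1 -/y libraries (SD, n = 6 each), and every Fmr1 -/y library was below every wild-type library (log2 fold change -0.87, standard error 0.14, adjusted p = 0.032 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). One wild-type library, replicate 1, stood at 31.5 CPM, above the range of 17.9 to 22.0 CPM of the others. Ranked by p, Fmr1 came first, Serpina3n had rank 2 and Klk8 rank 3, in edgeR and in DESeq2 alike. With each library left out in turn, the log2 fold change of Klk8 stayed between -0.93 and -0.74, but in most of these fits it lost the threshold. Over the alternatives set before the data were examined, its adjusted p ranged from 3.8e-06 to 0.109.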

Interestingly, KLK8, a protease from the ECM displayed the most significant differential expression in our RNAseq analysis (just after *Fmr1*) together with *Serpina3n*, a serine-protease inhibitor regulating KLK8 activity, among other targets. Hence, to test for a causal link between mRNA dysregulation and impaired spine morphology in *Fmr1*^−/*y*^ mice, we selected the *Klk8* gene as candidate (Figure 3A). Its mRNA down-regulation in CA1 pyramidal cells from *Fmr1*^−/*y*^ mice was confirmed by qRT-PCR (Figure 3B). In wild-type mice, *Klk8* gene encodes for a trypsin-like serine protease exclusively expressed in limbic areas, with the highest expression in pyramidal neurons of the hippocampal CAl-CA3 subfields and to a lesser extent CA2 (Chen et al., 1995) (Figure 4A, http://mouse.brain-map.org). The analysis at the protein level by Western blot performed on hippocampal homogenates confirmed the decreased expression in *Fmr1*^−/*y*^ mice (Figures 4B,C). Upon neuronal activity, KLK8 triggers proteolytic cleavage of cell adhesion molecules (CAM), a mechanism contributing to dendritic spine maturation and stability (Matsumoto-Miyai et al., 2003). The blocking of KLK8 by a neutralizing antibody (mAbB5) resulted in a concomitant reduction in neuronal activity-induced L1-CAM processing and the amplitude of Schaffer collateral LTP (Komai et al., 2000; Matsumoto-Miyai et al., 2003). We therefore tested whether the density and the morphology of dendritic spines were affected by KLK8 activity. Notably, a significant reduction of the proportion of mature stubby- and mushroom-shaped spines was observed after application of the activity-neutralizing anti-KLK8 antibody (mAbB5) on primary culture of wild-type hippocampal neurons (Figures 4D,E). Because these structural changes are reminiscent of the immature protrusion phenotype observed in *Fmr1*^−/*y*^ mice (Figure 4F), we next assessed whether low levels of KLK8 might contribute to dendritic spine defects resulting from FMRP loss. Spine density and morphology were analyzed in FMRP-deficient neurons re-expressing KLK8 or not. As previously reported, hippocampal neurons cultured from *Fmr1*^−/*y*^ mice develop more immature spines (Figures 4F,G). In contrast, a significant increase in the number of mushroom-shaped spines was found in FMRP-deficient neurons re-expressing KLK8 (Figures 4F,G). Together these results demonstrate that KLK8 activity contributes to dendritic spine maturation and that aberrant synaptogenesis observed in *Fmr1*^−/*y*^ mice relies in part on altered levels of KLK8.

**Figure 4:**
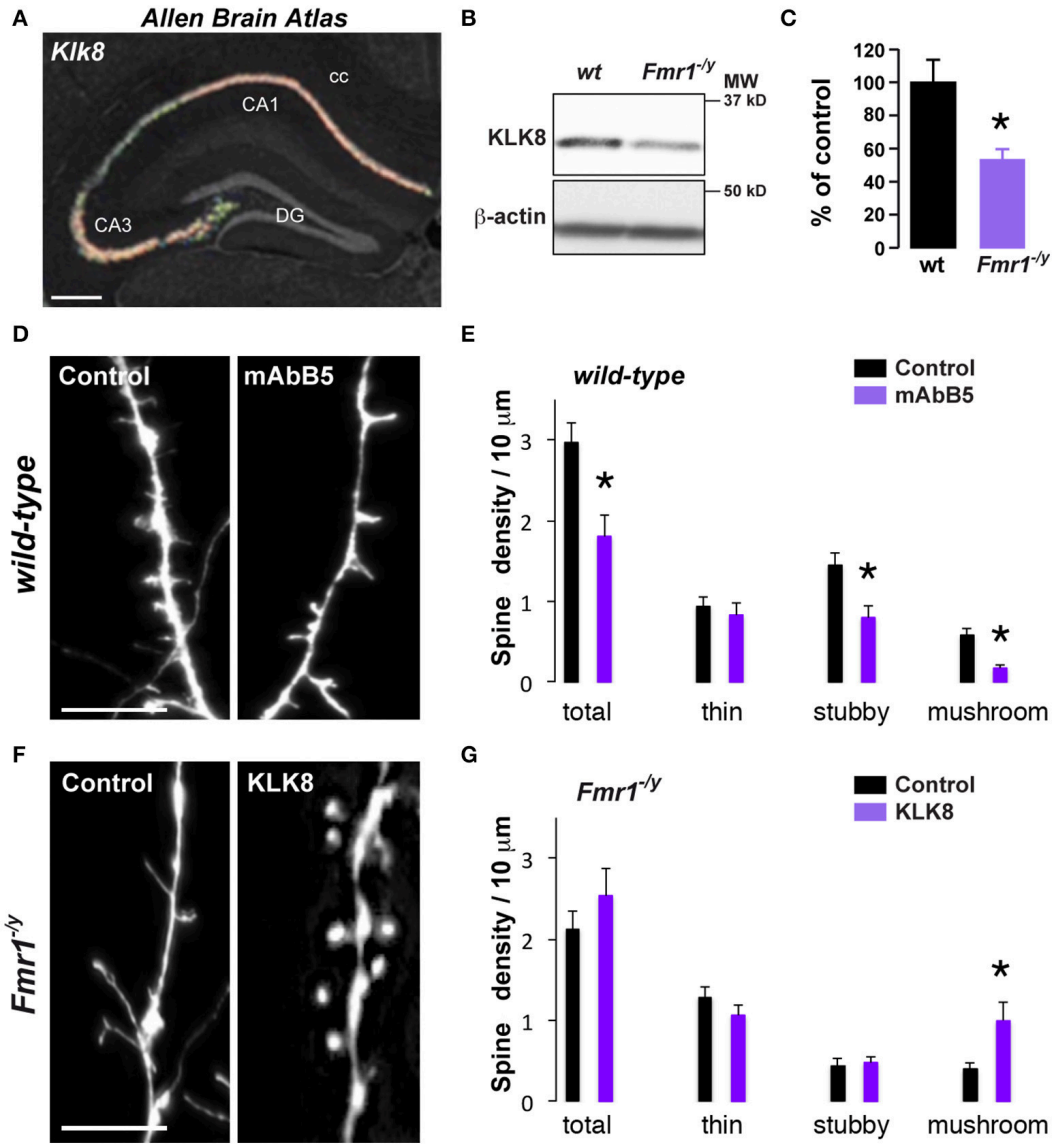
Decreased *Klk8* expression in *Fmr1*^−/*y*^ mice alters hippocampal dendritic spine maturation**. (A)** ISH coronal section from *Allen Brain Atlas* showing the enrichment of *Klk8* in the dorsal hippocampus. **(B)** WB of KLK8 in hippocampal homogenates of wild-type (wt) and *Fmr1*^−/*y*^ mice. **(C)** Quantification of KLK8 expression expressed as percentage of KLK8 expression in wild-type (wt) mice (*n* = 6 mice/genotype). **(D)** Red fluorescence from wt mice hippocampal primary culture (DIV14) incubated (mAbB5) or not (control, μg/35 mm dishes) with the activity-neutralizing anti-KLK8 antibody. Scale bar: 10 μm. **(E)** Quantification of spines density. **(F)** Red fluorescence from *Fmr1*^−/*y*^ mice hippocampal primary culture (DIV14) transfected with DsRed alone (control) or DsRed and KLK8-Venus (KLK8). Scale bar: 10 μm. **(G)** Quantification of spine density in *Fmr1*^−/*y*^ hippocampal neurons transfected or not with KLK8. Spine density **(E,G)** was quantified on three dendritic areas/neuron, 3–5 neurons/primary culture, and reproduced at least in 3 independent experiments per condition. DG, dentate gyrus; cc, *corpus callosum*. ^*^p < 0.05.

## Discussion

Enhanced global mRNA translation has been previously reported in the hippocampus of *Fmr1*^−/*y*^ mice (Qin et al., 2005; Dolen et al., 2007; Osterweil et al., 2010). Hence, numerous efforts have converged these last years in understanding which specific set of mistranslated mRNAs in absence of FMRP could cause neurological deficits including learning disabilities and cognitive impairment. A classical approach has consisted in the identification, by crosslinking immunoprecipitation, of FMRP interactions with rodent brain polyribosomal mRNAs, assuming that FMRP binders could play important functions in synaptic plasticity. Although studies efficiently used this strategy to identify gene candidates relevant to synaptic functions (Darnell et al., 2005, 2011; Tabet et al., 2016), this method was restricted to FMRP targets, ignoring the functional importance of mRNAs that do not bind FMRP. By opposition and without assumption, in the present work we identified genes whose expression was modified in the *Fmr1*^−/*y*^ adult mice compared to control mice, as a snapshot integrating all dysregulated mRNAs. Interestingly, our study shows that the loss of FMRP has a widespread impact on mRNAs translation since both FMRP-bound and unbound mRNAs are differentially translated. These expression changes are restricted to a subset of 78 genes. Noteworthy, both up- and down-regulation of genes are important to fully comprehend the ethiology of this neurodevelopmental disorder.

Our study provides evidence about the molecular consequences associated with FMRP loss. We show that 15% of the mRNAs differentially regulated in *Fmr1*^−/*y*^ compared to control mice are FMRP-binders. Hence, the proportion of transcripts that bind FMRP in this list of genes differentially regulated is three-fold enriched compared to their proportion in the whole genome, comforting the function of FMRP as direct regulator of mRNA translation. In absence of FMRP, all but one of the identified FMRP-bound mRNAs were down-regulated. This result is consistent with previous data suggesting that FMRP would inhibit translation by stalling ribosomal translocation on its mRNA interactors, increasing their accumulation (although not translated) at synapses (Darnell et al., 2011). Furthermore, a bi-functional role of FMRP has been recently proposed to suppress or de-repress its target transcripts through the miRNA pathway by modulating RNA secondary structure (Kenny and Ceman, 2016). In our study, the majority of FMRP-binders were not found to be differentially regulated in CA1 pyramidal cells from adult mice hippocampi, suggesting a possible dysregulated expression during neurodevelopment. Finally, our data also highlights the preponderance (85%) of non-FMRP binders among the genes differentially regulated between adult *Fmr1*^−/*y*^ and control mice. The subset of altered translated mRNAs found herein, indirectly linked to the absence of FMRP and consecutive to neurodevelopmental adaptations, expands the list of pertinent gene candidates that could counteract neuronal plasticity defects, learning disabilities and cognitive impairments of FXS.

Analyzing gene functions, we further demonstrated that those differentially translated mRNAs belong to specific physiological categories, including synapses, dendritic spines, calcium signaling, actin cytoskeleton, cell junctions, and extracellular matrix regulation, together supporting connectivity-related processes. Calcium signaling is critical for induction of excitatory synaptic plasticity. FXS models display both calcium transient and calcium store release defects (Tessier and Broadie, 2011). This unreliable calcium signaling causes plasticity alterations (Meredith et al., 2007). Here, we identified genes related to calcium signaling that might be involved in plasticity-related disorders. Thus, we found that *Itpr1* (IP3 receptor 1), which controls calcium release from intracellular stores and is an autism spectrum disorder-associated gene (Xu et al., 2012), is dysregulated in CA1 pyramidal neurons of *Fmr1*^−/*y*^ mice. 

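Itpr1 (Entrez 16438, chromosome 6 from 108213083 to 108551116) measured 569 ± 31.1 CPM in wild-type and 482 ± 16.2 CPM in Fmr1 -/y libraries (SD, n = 6 each). This was 84.7% of wild type, with no overlap between the genotypes (log2 fold change -0.24, standard error 0.05, adjusted p = 0.181 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p ranged from 0.0042 in DESeq2 to 0.45 over the alternatives.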

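Slc8a1 (chromosome 17 from 81373105 to 81738387) measured 308 ± 19.9 CPM in wild-type and 259 ± 23.0 CPM in Fmr1 -/y libraries (SD, n = 6 each) (log2 fold change -0.25, standard error 0.07, adjusted p = 0.273). For Cacna1g (chromosome 11 from 94408391 to 94474400) the level was 30.6 ± 1.71 CPM in wild-type and 24.1 ± 2.85 CPM in Fmr1 -/y libraries (SD, n = 6 each) (log2 fold change -0.34, standard error 0.08, adjusted p = 0.216). For both genes the levels of the genotypes overlapped. The p-values come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and in DESeq2 with its current defaults they were 0.047 for Slc8a1 and 0.024 for Cacna1g.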

Our RNAseq also revealed the *Slc8a1* and *Cacna1g* genes, which code for a sodium/calcium exchanger and a voltage-dependent T-type calcium channel subunit respectively, and are both found to be mis-expressed in human neural progenitor cells from FXS patients (McMillan et al., 2012). Dysregulation of these three genes might thus participate to aberrant functional plasticity phenotypes. Alteration of calcium signaling dynamics in FXS models also suggests that activity-driven calcium signaling would couple structural and functional developmental changes in the FXS disease state (Doll and Broadie, 2014). 

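Arhgef6 (chromosome X from 57231485 to 57338758) measured 19.3 ± 1.34 CPM in wild-type and 14.1 ± 1.65 CPM in Fmr1 -/y libraries (SD, n = 6 each) (log2 fold change -0.46, standard error 0.09, adjusted p = 0.158). Fgf11 (chromosome 11 from 69796068 to 69802944) was at 79.2% of wild type (log2 fold change -0.34, standard error 0.09, adjusted p = 0.259), and its levels overlapped between the genotypes. The gene the paper calls Grlf1 is listed as Arhgap35 (chromosome 7 from 16494473 to 16614993) and was at 84.4% of wild type (log2 fold change -0.25, standard error 0.05, adjusted p = 0.181). These are adjusted p-values of edgeR's quasi-likelihood test after Benjamini-Hochberg adjustment, and the 3 genes passed 0.05 in DESeq2 with its current defaults.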

Consistent with a role on spine morphology, we also identified genes involved in regulation of actin cytoskeleton such as *Arhgef6* (Rac/Cdc42 guanine nucleotide exchange factor 6), *Fgf11* (fibroblast growth factor 11), and *Grlf1* (glucocorticoid receptor DNA binding factor 1) which could be responsible for elevated density of elongated spines in FXS patients (Irwin et al., 2001).

Dendritic spine defects resulting from FMRP loss have also been well-documented in mice (Comery et al., 1997; Portera Cailliau and Yuste, 2001). Our study shows a prevalence of immature spines in cultured hippocampal neurons from *Fmr1*^−/*y*^ mice compared to control mice, in agreement with previous data suggesting that the most consistent trouble with spines in FXS would be a deficiency in activity-dependent spine plasticity and maturation (He and Portera-Cailliau, 2013). Among structural plasticity-related functions, genes expressed at the ECM, linking pre- and postsynaptic elements, are of major interest. In particular, neural ECM proteases control learning and synaptic plasticity (Tsilibary et al., 2014). We found that in absence of FMRP, *Klk8*, a gene coding for an ECM serine protease highly expressed in CA1 pyramidal cells of the hippocampus (Chen et al., 1995), displayed one of the most significant changes in gene expression. Importantly, we show that reduced levels of KLK8 in CA1 pyramidal neurons contribute to the abnormal spine morphology observed in *Fmr1*^−/*y*^ mice by preventing the maturation of mushroom-shaped spines, further supporting the role of proteins involved in ECM regulation, such as the metalloproteinase 9 in the dendritic spine abnormalities associated with FMRP loss (Janusz et al., 2013; Gkogkas et al., 2014; Sidhu et al., 2014). In addition to its role in structural plasticity, KLK8 has also been reported to play a role in synaptic plasticity in the CA1 subfield as well as in some hippocampus-dependent learning (Tamura et al., 2006; Ishikawa et al., 2011). The loss of KLK8 has also been shown to predispose to seizures (Davies et al., 2001). Future studies will determine whether altered KLK8 expression also participates in the impaired synaptic plasticity, cognitive deficits and epileptiform discharges observed in *Fmr1*^−/*y*^ mice.

By using a cell-type specific RNAseq approach, our study shows that not only are both FMRP-bound and unbound mRNAs differentially translated, but also that this altered translation is bidirectional and restricted to a subset of genes. These findings are in agreement with a recent study describing a cell-type-specific translation profiling in juvenile *Fmr1*^−/*y*^ mice, using a BAC-TRAP strategy where the cholecystokinin (Cck) promoter drives EGFP-L10a expression (Thomson et al., 2017). Interestingly, the translatome profile identified by Thomson et al. strongly differs from ours. Several experimental conditions could explain this apparent discrepancy: the age of mice (25–32 days vs. 2–6 months), their genetic background (hybrid FVB × C57BL/6J vs. C57BL/6J mice), the promoter-driven expression of the tagged ribosomal subunit (Cck vs. Wfs1), the sequencing depth (50 or 75 bp, paired end vs. 50 bp single read) as well as the default false discovery rate (FDR) chosen for gene analyses (DESeq2 at the FDR of 0.1 vs. 0.05). Moreover, since heterogeneous ribosomes preferentially translate distinct subpools of mRNAs (Shi et al., 2017), the nature of the tagged ribosomal subunit (Rpl10a vs. Rpl22) has also to be carefully taken into consideration while performing translation profiling.

To conclude, our study identified gene candidates involved in neuronal connectivity-related functions, which should together support hippocampus-dependent processes. These genes could be new therapeutic targets to rescue physiological neuronal plasticity in FXS.

## Methods

### Animals

Adult (2–6 month) C57BL/6J mice were used in this study. The mouse breeding strategy is described in Figure S1. Mice were treated for 3 days with tamoxifen (100 mg/kg, i.p., Sigma), dissolved in sunflower oil/ethanol (10:1) to a final concentration of 10 mg/ml, and used 1 week later for immunostaining or immunoprecipitation studies. Animals were housed under standardized conditions with a 12 h light/dark cycle, stable temperature (22 ± 2°C), controlled humidity (55 ± 10%), and food and water *ad libitum*. All experiments were in accordance with the guidelines of the French Agriculture and Forestry Ministry for handling animals (D34-172-13).

### Immunofluorescence

Tissue preparation and immunofluorescence were performed as described (Biever et al., 2015). Briefly, free-floating sections were rinsed in Tris-buffered saline (TBS; 0.25 M Tris and 0.5 M NaCl, pH 7.5), incubated 15 min in 0.2% Triton X-100 in TBS, and blocked for 1 h in 3% bovine serum albumin (BSA) in TBS. Slices were then incubated in 0.15% Triton X-100 and 1% BSA in TBS overnight at 4°C with the primary antibodies listed in Supplemental Table S1. The following day, slices were rinsed three times in TBS and incubated 45 min with goat Cy3-coupled anti-rabbit or anti-chicken (1:500; Jackson ImmunoResearch Laboratories), goat Cy5-coupled anti-rabbit (1:500; Jackson ImmunoResearch Laboratories), and goat Alexa Fluor 488-coupled anti-mouse (1:500; Invitrogen) secondary antibodies. Sections were rinsed twice in TBS and twice in 0.25 M Tris-buffer before mounting in 1,4-diazabicyclo-[2.2.2]-octane (DABCO, Sigma-Aldrich). Three slices per mouse were used in all immunofluorescence analyses (*n* = 3–4 mice/staining).

Confocal microscopy and image analysis were carried out at the Montpellier RIO Imaging Facility. Images covering the entire dorsal hippocampus were single confocal sections acquired using sequential laser scanning confocal microscopy (LSM780; Zeiss). Photomicrographs were obtained with the following bandpass and long-pass filter setting: Alexa Fluor 488/Cy2 (bandpass filter: 505–530), Cy3 (bandpass filter: 560–615), and Cy5 (long-pass filter 650). All parameters were held constant for all sections from the same experiment.

### Polyribosome immunoprecipitation

Tagged ribosome immunoprecipitation was performed as described previously (Puighermanal et al., 2017) in the whole hippocampus of *Wfs1-CreERT2:RiboTag:Frm1*^−/*y*^ and wild-type mice. Total RNA was extracted from ribosome-mRNA complexes using RNeasy Microkit (Qiagen) followed by in-column DNAse treatment to remove genomic DNA contamination. Quality and quantity of RNA samples were both assessed using Agilent Bioanalyzer 2100 (Agilent Technologies). Six biological replicates, each one composed of a pool of 4–6 mice, were used for RNAseq analysis.

### cDNA synthesis and quantitative real-time PCR

After isolation of tagged ribosome-bound mRNAs, synthesis of cDNA and qRT-PCR were performed as previously described (Puighermanal et al., 2017) (*n* = 6 mice/genotype). The ΔΔCT (Δct1-Δct2) method was applied to quantify mRNA changes using β-actin or Hprt2 as housekeeping genes. In Figure 2, the immunoprecipitated RNA samples (pellet) were compared to the input samples, whereas in Figure 3 the immunoprecipitated RNA samples (pellet) from wild-type and Fmr1^−/y^ were compared. Primer sequences are indicated in Supplemental Table S2.

### Stranded mRNA library preparation and sequencing

Six biological replicates, each one composed of a pool of 4–6 mice, were analyzed by RNA Sequencing (RNAseq). RNAseq libraries were constructed with the Truseq stranded mRNA sample preparation (Low throughput protocol) kit from Illumina. One microgram of total RNA was used for the construction of the libraries. The first step in the workflow involves purifying the poly-A containing mRNA molecules using poly-T oligo attached magnetic beads. Following purification, the mRNA is fragmented into small pieces using divalent cations under elevated temperature. The cleaved RNA fragments are copied into first strand cDNA using SuperScript II reverse transcriptase, Actinomycin D and random hexamer primers. The Second strand cDNA was synthesized by replacing dTTP with dUTP. These cDNA fragments then have the addition of a single “A” base and subsequent ligation of the adapter. The products are then purified and enriched with 15 cycles of PCR. The final cDNA libraries were validated with a Fragment Analyzer (Advanced Analytical, Ankeny, IA) and quantified with a KAPA qPCR kit (Kapa Biosystems, Wilmington, MA). For each sequencing lane of a flowcell V4, four libraries were pooled in equal proportions, denatured with NaOH and diluted to 8 pM before clustering. Cluster formation, primer hybridization and single end-read 50 cycles sequencing were performed on cBot and HiSeq2500 (Illumina, San Diego, CA), respectively.

### Bioinformatic RNAseq analysis

Image analyses and base calling were performed using the Illumina HiSeq Control Software and Real-Time Analysis component. Demultiplexing was performed using Illumina's conversion software (bcl2fastq 2.17). The quality of the raw data was assessed using FastQC (v0.11.5) from the Babraham Institute and the Illumina software SAV (Sequencing Analysis Viewer). A splice junction mapper, TopHat 2.1.1 (Kim et al., 2013) (using Bowtie 2.2.8; Langmead and Salzberg, 2012), was used to align the RNAseq reads to the mouse genome (UCSC mm10) with a set of gene model annotations (genes.gtf downloaded from UCSC on May 23 2014). Final read alignments having more than three mismatches were discarded. Samtools (1.2) was used to sort the alignment files. Then, the counting was performed with HTSeq count 0.6.1p1 (union mode) (Anders et al., 2015). The data is from a strand-specific assay, the read has to be mapped to the opposite strand of the gene. Before statistical analysis, genes with <15 reads (cumulating all the analyzed samples) were filtered and thus removed. Differentially expressed genes were identified using the Bioconductor (Gentleman et al., 2004) package DESeq2 1.6.3 (Love et al., 2014). Data were normalized using the DESeq2 normalization method. Genes with adjusted *p* < 5% (according to the FDR method from Benjamini-Hochberg) were declared differentially expressed. To perform the functional analysis of the resulting list of genes with the Gene Ontology (GO) annotations, the topGO (Alexa et al., 2006) package from Bioconductor was used. Overrepresented GO terms were identified using Fisher's exact test with the weight method that is implemented in the topGO package. As confidence threshold we used a *P*-value of 1%. To perform this analysis the differentially expressed genes were compared with those of all known genes present in the annotation. The GO categories were found in the Org.Mm.eg.db package based on the gene reporter EntrezGeneID. The RNAseq data from this study have been submitted to the NCBI Gene Expression Omnibus GEO; http://www-ncbi-nlm-nih-gov.insb.bib.cnrs.fr/geo/ under accession number GSE94559.

### Hippocampal primary cell culture, plasmids, and transfection

pcDNA3.1-mKLK8-Venus plasmid was obtained by PCR amplification of the mouse Klk8 ORF from pCMV3-mKLK8-OFP Spark (Sino Biologicals MG50967-ACR) subcloned into pcDNA3.1 using HindIII/AgeI restriction sites. Dissociated-cell cultures of hippocampal neurons were prepared from E17.5 embryonic mice. Neurons were seeded on poly-ornithine coated coverslips and grown in Neurobasal medium supplemented with 2% B27 supplement, 10% fetal bovine serum, 0.5 mM glutamine, 0.25 mM glutamic acid and antibiotics (100 U/ml penicillin and 100 mg/ml streptomycin). After 3 days in culture, the medium was supplemented with 5 μM cytosine b -D-arabinofuranoside hydrochloride (Sigma) for 12 h. Half of the medium was then replaced with Neurobasal medium supplemented with 2% B27, 0.5 mM Glutamax and antibiotics. Wild-type hippocampal neurons were transfected with pDsRED-N1 (Clontech Laboratories, PT3725-5, 0.2 μg/12 mm dish) plasmid at 12 Days *In Vitro* (DIV12) using Lipofectamine 2000 (Invitrogen) according to the manufacturer's protocol. Neurons were treated at DIV14 for 1 h with the activity-neutralizing anti-KLK8 antibody (mAbB5 2.5 μg/ml; Medical and Biological Laboratories, Japan) or with PBS. They were then fixed in 4% paraformaldehyde and 4% sucrose in PBS for 20 min and washed three times with PBS. This specific inhibitor of KLK8 protease activity was previously characterized (Momota et al., 1998) and used for *in vitro* electrophysiological experiments (Matsumoto-Miyai et al., 2003). *Fmr1*^−/*y*^ mice hippocampal neurons were transfected at DIV12 with pDsRED-N1 and pcDNA3.1-Venus (control) or pDsRED-N1 and pcDNA3.1-mKLK8-Venus (0.2 μg of each plasmid/12 mm dish) and fixed at DIV14.

### Western blot analysis

Hippocampal tissue samples were homogenized in a lysis buffer containing 20 mM Tris pH 6.8, 137 mM NaCl, 2 mM EDTA, 1% Triton X-100, 10% Glycerol, 0.5 mM DTT, and protease inhibitors. Protein concentrations were determined by BCA protein assay (Sigma). Equal amounts of lysates were separated on a 12% SDS polyacrylamide gel (50 μg of total protein per lane) and transferred onto nitrocellulose membranes (GE Healthcare) at 40 V overnight at 4°C. After incubation for 1 h in blocking buffer (PBS, 0.1% Tween 20, and 5% dried non-fat milk), membranes were incubated for 2 h at room temperature with the primary antibodies listed in Supplemental Table S1. Secondary HRP-conjugated antibodies (Jackson ImmunoResearch Laboratories) were used at a 1:4,000 dilution and visualized by enhanced chemiluminescence detection (PerkinElmer). The immunoblot signals were acquired on a ChemiDoc Touch Imaging System (Bio-Rad). For quantification of changes in protein expression levels, band intensities were measured with ImageJ software. The optical density values of KLK8 were normalized to the detection of β-actin values in the same sample.

### Spine quantification

Images were acquired with an AxioimageZ1-apotome microscope (Zeiss filterset43: λ ex 545/25–λ em 605/70) and analyzed using Fiji software. According to previous publications (Peters and Kaiserman-Abramof, 1969) (and see Hering and Sheng, 2001 for review) dendritic spines have been classified by shape as thin, stubby, and mushroom-shaped. Spines were defined as dendritic protrusions smaller than 5 μm in length and subdivided in three standard morphological classes (thin spines: length ≥ 1 μm and head diameter < 0.4 μm; stubby: length < 1 μm; mushrooms: length ≥ 1 μm, and head diameter > 0.4 μm).

### Statistical analyses

GraphPad Prism v6.0 software was used for statistical analyses. Data are shown as the means ± SEM. We used Student's *t* test for normally distributed parameters and non-parametric Mann-Whitney test for small samples, where ^*^p < 0.05; ^**^p < 0.01 and ^***^p < 0.001.

## Author contributions

LC conceived and supervised the breeding strategy, designed, performed and analyzed all *in vitro* experiments. NB and EP performed biochemical and histological experiments. JV performed qRT-PCR. SR and DS performed the RNAseq and bioinformatic analyses. EV, JP, and EP conceived, designed, led the project and wrote the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Cell Type-Specific mRNA Dysregulation in Hippocampal CA1 Pyramidal Neurons of the Fragile X Syndrome Mouse Model
**Source:** Front Mol Neurosci. 2017 Oct 20;10:340. doi: 10.3389/fnmol.2017.00340
**Supplement:** Supplementary file 1

## **Supplemental materials**

### **Cell type-specific mRNA dysregulation in hippocampal CA1 pyramidal neurons of the Fragile X syndrome mouse model.**

Laura Ceolin<sup>1</sup>, Nathalie Bouquier<sup>1</sup>, Jihane Vitre-Boubaker<sup>1</sup>, Stéphanie Rialle<sup>2</sup>, Dany Severac<sup>2</sup>, Emmanuel Valjent<sup>1</sup>, Julie Perroy<sup>1\*</sup>, Emma Puighermanal<sup>1\*</sup>

## Supplemental Figures

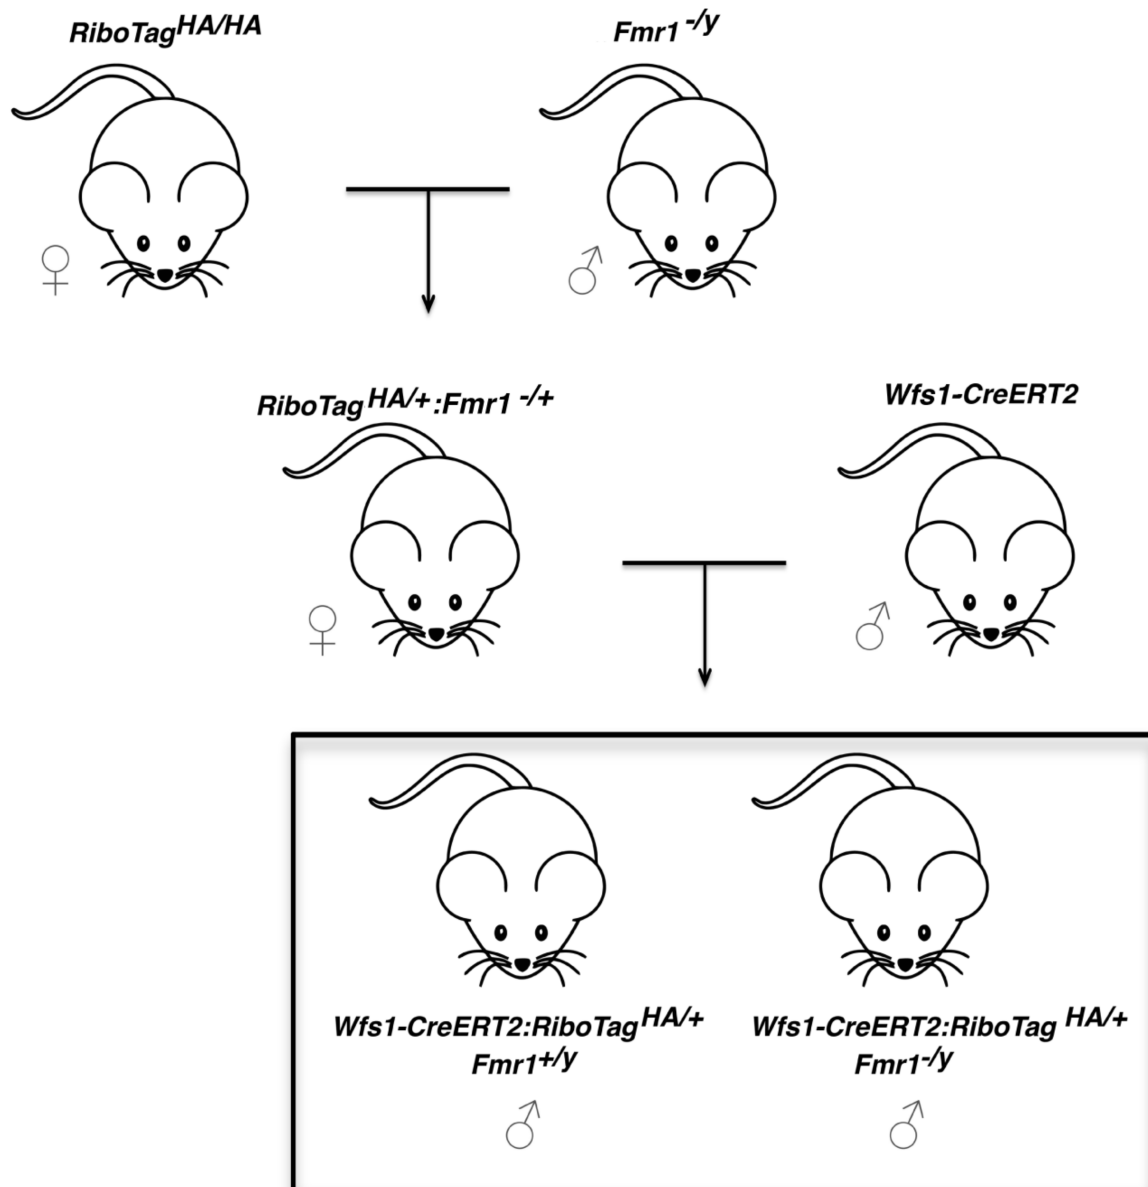

**Figure S1. Scheme of breeding strategy.**

RiboTag mice (homozygous *Rpl22*<sup>HA/HA</sup>, strain B6N.129-Rpl22tm1.1Psam/J, The Jackson Laboratory) [1] were crossed to the *Fmr1*<sup>-y</sup> males (Gift from Pr. Rob Willemsen [2]). Offspring females from RiboTag-*Fmr1*<sup>-/+</sup> were bred with *Wfs1-Tg3-CreERT2* BAC transgenic Cre mouse line (strain B6;C3-Tg[*Wfs1-cre/ERT2*]3Aibs/J, The Jackson Laboratory [3]) to produce the *Wfs1-CreERT2*;*RiboTag*-*Fmr1*<sup>+/y</sup> and *Wfs1-CreERT2*;*RiboTag*-*Fmr1*<sup>-y</sup> males used in this study. Cre recombinase-expressing mouse results in deletion of the wild-type exon 4 in the *Wfs* cell population and replacement with the *Rpl22HA* exon 4. Both males and females *Wfs1-CreERT2*;*Ribotag* mice aged between 2-6 months were used for the

characterization of the mouse line. Only males aged between 2-6 months were used for RNAseq.

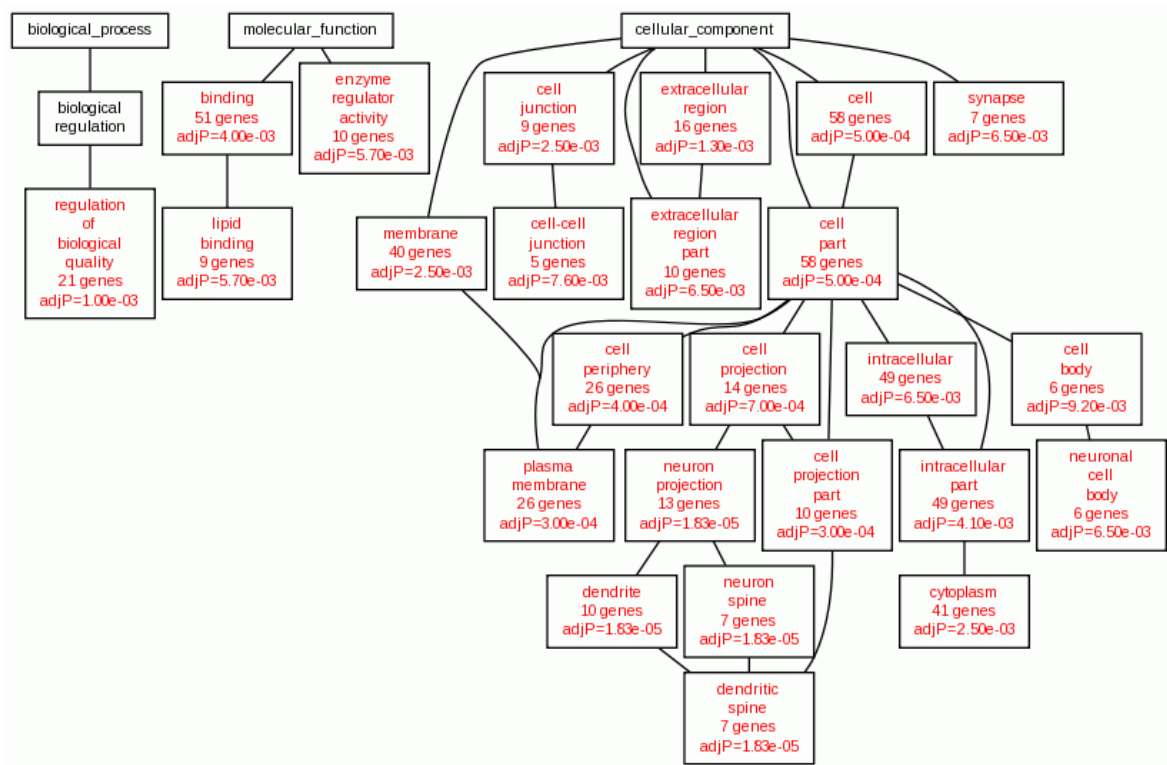

**Supplemental Figure S2.** Raw and exhaustive data from WEBGESTALT (<http://bioinfo.vanderbilt.edu/webgestalt/>) of GO terms enriched in the set of genes differentially regulated between wild type and *Fmr1*<sup>-/-</sup> mice.

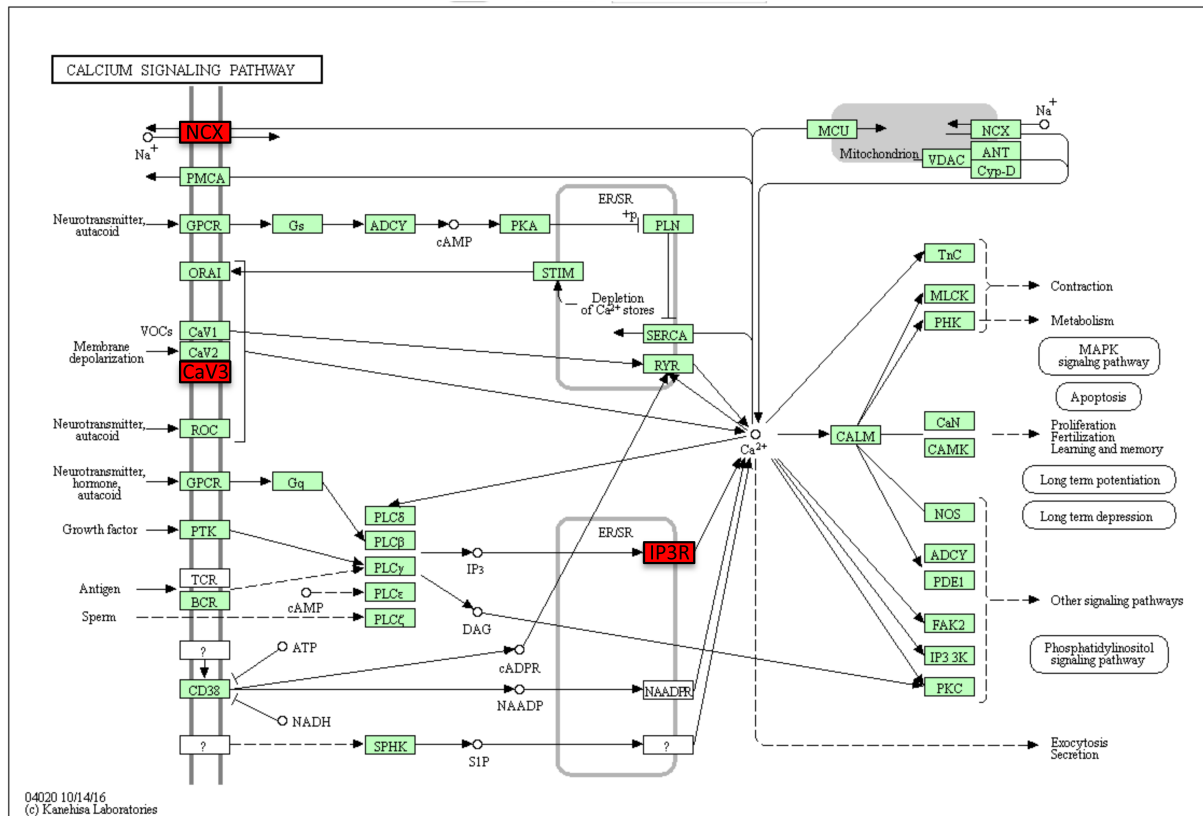

**Supplemental Figure S3.** Neuronal-plasticity related KEGG pathways enriched in the set of genes differentially regulated between wild type and *Fmr1*<sup>-/-</sup> mice. Referenced KEGG pathways were implemented to draw the involvement of these genes (red box) in specific molecular interaction and reaction networks. Calcium signaling pathways ; [http://www.genome.jp/kegg-bin/show\\_pathway?mmu04020](http://www.genome.jp/kegg-bin/show_pathway?mmu04020).

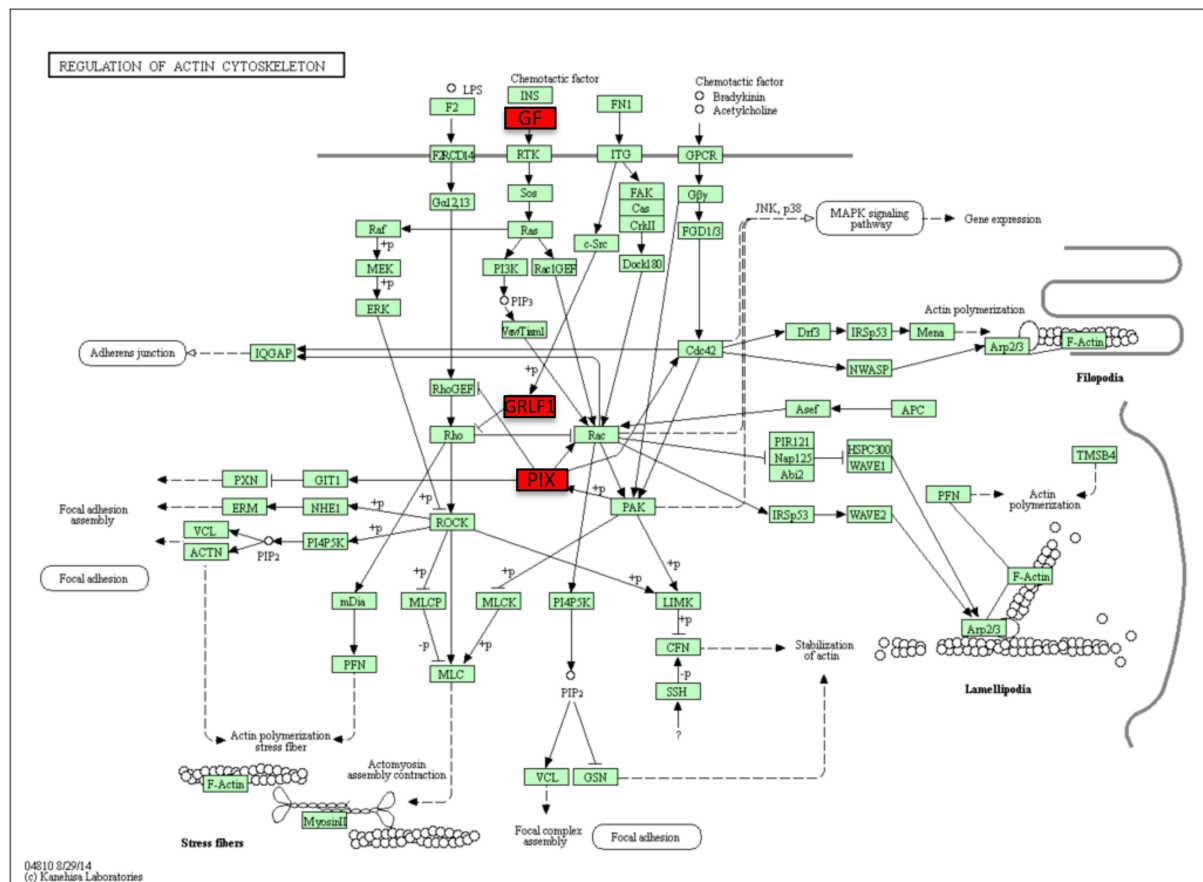

**Supplemental Figure S4.** Neuronal-plasticity related KEGG pathways enriched in the set of genes differentially regulated between wild type and *Fmr1*<sup>-/-</sup> mice. Referenced KEGG pathways were implemented to draw the involvement of these genes (red box) in specific molecular interaction and reaction networks. Regulation of actin cytoskeleton ; [http://www.genome.jp/kegg-bin/show\\_pathway?mmu04810](http://www.genome.jp/kegg-bin/show_pathway?mmu04810)

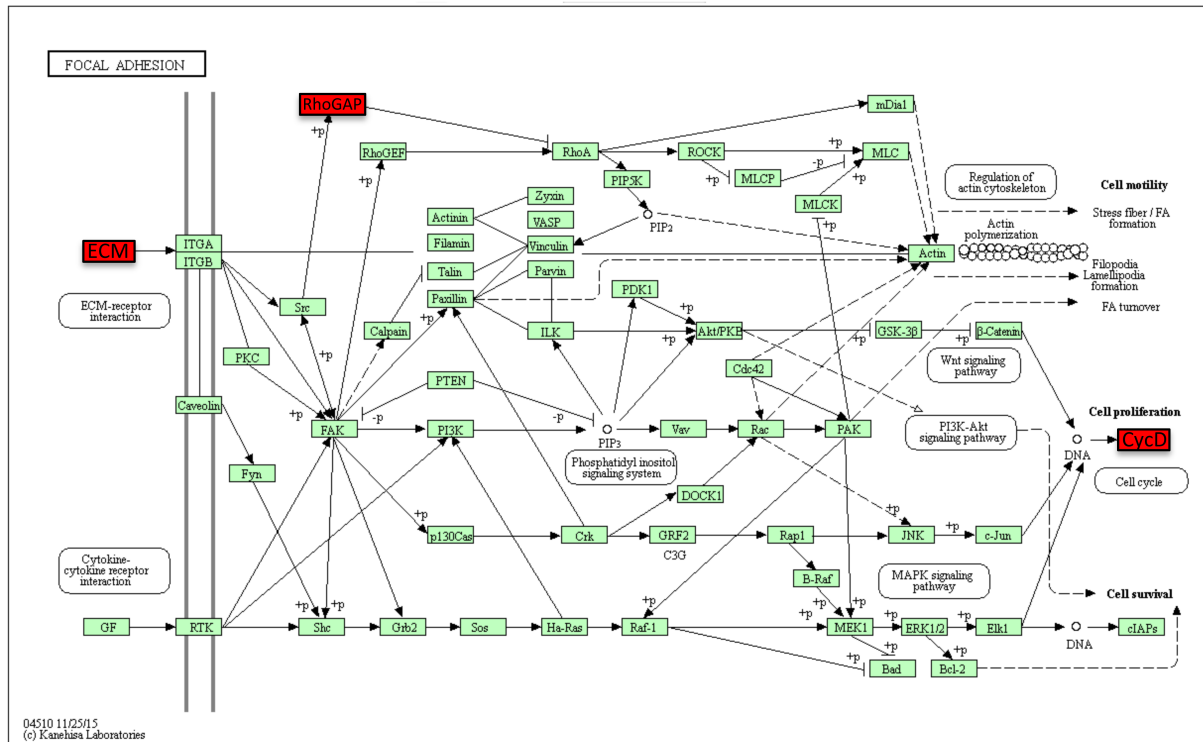

**Supplemental Figure S6.** Neuronal-plasticity related KEGG pathways enriched in the set of genes differentially regulated between wild type and *Fmr1*<sup>-/-</sup> mice. Referenced KEGG pathways were implemented to draw the involvement of these genes (red box) in specific molecular interaction and reaction networks. Focal adhesion ; [http://www.genome.jp/kegg-bin/show\\_pathway?mmu04510](http://www.genome.jp/kegg-bin/show_pathway?mmu04510).

## **Supplemental Tables**

**Supplemental Table S1: List of Primary Antibodies**

| Antigen         | Species | Dilution     | Supplier/Catalog no./References |
|-----------------|---------|--------------|---------------------------------|
| Wfs1            | Rabbit  | 1:500 (IF)   | [4]                             |
| HA              | Mouse   | 1:1000 (IF)  | Covance (#MMS-101R)             |
| HA              | Rabbit  | 1:1000 (IF)  | Rockland (600-401-384)          |
| c-Myc           | Mouse   | 1:180 (IP)   | ThermoFisher (MA1-980)          |
| Iba1            | Rabbit  | 1:500 (IF)   | Wako (019-19741)                |
| GFAP            | Chicken | 1:1000 (IF)  | Abcam (ab4674)                  |
| GAD67           | Mouse   | 1:1000 (IF)  | Millipore (mab5406)             |
| CaMKII $\alpha$ | Mouse   | 1:1000 (IF)  | Millipore (05-532)              |
| FMRP            | Rabbit  | 1: 500 (IF)  | Millipore (ab60-46)             |
| RGS14           | Mouse   | 1:1000 (IF)  | NeuroMab (75-170)               |
| KLK8            | Rabbit  | 1: 500 (WB)  | Santa Cruz (sc-292341)          |
| $\beta$ -actin  | Mouse   | 1: 5000 (WB) | Sigma (A5441)                   |

**Supplemental Table S2: Sequences of PCR primers**

| Genes            | PCR primers               |                           |
|------------------|---------------------------|---------------------------|
|                  | <i>Forward</i>            | <i>Reverse</i>            |
| <i>Cnp</i>       | GCTGCACTGTACAACCAAATTCTG  | ACCTCCTGCTGGGCGTATT       |
| <i>Gfap</i>      | AGCGAGCGTGCAGAGATGA       | AGGAAGCGGACCTTCTCGAT      |
| <i>Aif1</i>      | CCCCCAGCCAAGAAAGCTAT      | GCCCCACCGTGTGACATC        |
| <i>Gad1</i>      | TTGTGCTTTGCTGTGTTTTAGAGA  | CCCCCTGCCCCAAAGATAGAC     |
| <i>Slc32a1</i>   | TCACGACAAACCCAAGATCAC     | GTCTTCGTTCTCCTCGTACAG     |
| <i>Sst</i>       | CTGTCCTGCCGTCTCCAGTG      | CTCTGTCTGGTTGGGCTCGG      |
| <i>Npy</i>       | GCTCTGCGACACTACATCAA      | GGCGTTTTCTGTGCTTTCCT      |
| <i>Pvalb</i>     | TCGATGACAGACGTGCTCAG      | CTTCACCTCATCCGGGTCT       |
| <i>Calb2</i>     | TGAGAATGAACTGGACGCCCTC    | GTAGAGCTTCCCTGCCTCGG      |
| <i>Kenip1</i>    | GCGGTGTGGTCAATGAAGAA      | GTCGAAGGCATTGAAGAGGT      |
| <i>Grm1</i>      | TTCAAGACCCGCAACGTGCC      | CAGACTTGCCGTTAGAATTGG     |
| <i>Slc1a1</i>    | AAAGATAGCAGGAAGGTAACCGAAT | CGGTCAGTCGGTAGCTTTCAG     |
| <i>Wfs1</i>      | TGCTCACCTGTAGATCGCAGAT    | CTTATGACACTCGGCATTCAAAGT  |
| <i>Fmr1</i>      | GTCAGGAGTTGTGAGGGTGA      | GGTCCAACCCTTGAATTATTGGA   |
| <i>Serpina3n</i> | GGATGTCCTTTCAAAGCTGGGCAT  | GGGACAAATTTGACTCCAGTGGCAG |
| <i>Klk8</i>      | TTCCCAGAACAAGTGTGAGAGAGC  | GTAGACTCCAGGTTTCTCGGGTTTC |
| <i>Efcab6</i>    | GCGTTCCTTCAAGACCTACGACAAG | GAAGGCACGCAGGAAGTCATTGTAG |
| <i>Itih3</i>     | GCTCTGACCCTACAAAGCCAGATG  | CAAACCAGCAGATGACCTTGGTG   |
| <i>Igfbp2</i>    | TCCCGAACACCAGCAGAAAT      | AATACATGTGTCAAACTGGGAACTC |
| <i>Cml3</i>      | GATTGAGGCCTGTGTTCTGAAAGC  | GAGTCAAGTAGATGGGCTGTGGAGA |
| <i>Neurog2</i>   | ATGCACAACCTAAACGCCGC      | CGGTGAGCGCCCAGATGTAA      |

## Supplemental Table S3:

List of genes by function. The results for each enriched GO category and KEGG pathways are listed in this table. For each category, the first (bold) row lists its sub-root, category name, and corresponding GO / KEGG ID. The second row lists number of reference genes in the category (C), number of genes in the gene set and also in the category (O), expected number in the category (E), Ratio of enrichment (R), p value from hypergeometric test (rawP), and p value adjusted by the multiple test adjustment (adjP). Finally, genes in the category are listed. For each gene, the table lists the Gene symbol and description.

|                                                      |                                                                       |                                                   |                                                                                        |
|------------------------------------------------------|-----------------------------------------------------------------------|---------------------------------------------------|----------------------------------------------------------------------------------------|
| <b>cellular comp</b>                                 | <b>DENDRITIC SPINE GO:0043197</b>                                     | <b>cellular comp</b>                              | <b>EXTRACELLULAR REGION GO:0005576</b>                                                 |
| C=165;O=7;E=0.52;R=13.45;rawP=9.09e-07;adjP=1.83e-05 |                                                                       | C=1831;O=16;E=5.77;R=2.77;rawP=0.0002;adjP=0.0013 |                                                                                        |
| Atp1a2                                               | ATPase, Na+/K+ transporting, alpha 2 polypeptide                      | Masp1                                             | mannan-binding lectin serine peptidase 1                                               |
| Fmr1                                                 | fragile X mental retardation syndrome 1                               | Col17a1                                           | collagen, type XVII, alpha 1                                                           |
| Dlgap3                                               | discs, large (Drosophila) homolog-associated protein 3                | Klk8                                              | kallikrein related-peptidase 8                                                         |
| Frmppd4                                              | FERM and PDZ domain containing 4                                      | Inhbb                                             | inhibin beta-B                                                                         |
| Itpr1                                                | inositol 1,4,5-trisphosphate receptor 1                               | Itih3                                             | inter-alpha trypsin inhibitor, heavy chain 3                                           |
| Sipa111                                              | signal-induced proliferation-associated 1 like 1                      | Sema3e                                            | sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3E |
| Slc8a1                                               | solute carrier family 8 (sodium/calcium exchanger), member 1          | Npc2                                              | Niemann Pick type C2                                                                   |
|                                                      |                                                                       | Sfrp5                                             | secreted frizzled-related sequence protein 5                                           |
| <b>cellular comp</b>                                 | <b>SYNAPSE GO:0045202</b>                                             | IgSF21                                            | immunoglobulin superfamily, member 21                                                  |
| C=555;O=7;E=1.75;R=4.00;rawP=0.0018;adjP=0.0065      |                                                                       | Serpina3n                                         | serine (or cysteine) peptidase inhibitor, clade A, member 3N                           |
| Atp1a2                                               | ATPase, Na+/K+ transporting, alpha 2 polypeptide                      | Lsr                                               | lipolysis stimulated lipoprotein receptor                                              |
| Tanc1                                                | tetratricopeptide repeat, ankyrin repeat and coiled-coil containing 1 | Cml3                                              | camello-like 3                                                                         |
| Fmr1                                                 | fragile X mental retardation syndrome 1                               | Igf2bp2                                           | insulin-like growth factor binding protein 2                                           |
| Dlgap3                                               | discs, large (Drosophila) homolog-associated protein 3                | Col1a1                                            | collagen, type I, alpha 1                                                              |
| Itpr1                                                | inositol 1,4,5-trisphosphate receptor 1                               | Spon1                                             | spondin 1, (f-spondin) extracellular matrix protein                                    |
| Sipa111                                              | signal-induced proliferation-associated 1 like 1                      | Efemp2                                            | epidermal growth factor-containing fibulin-like extracellular matrix protein 2         |
| Doc2b                                                | double C2, beta                                                       |                                                   |                                                                                        |
| <b>KEGG pathway</b>                                  | <b>CALCIUM SIGNALING PATHWAY 4020</b>                                 | <b>cellular comp</b>                              | <b>CELL JUNCTION GO:0030054</b>                                                        |
| C=178;O=3;E=0.24;R=12.50;rawP=0.0018;adjP=0.0025     |                                                                       | C=731;O=9;E=2.31;R=3.90;rawP=0.0005;adjP=0.0025   |                                                                                        |
| Itpr1                                                | inositol 1,4,5-trisphosphate receptor 1                               | Col17a1                                           | collagen, type XVII, alpha 1                                                           |
| Slc8a1                                               | solute carrier family 8 (sodium/calcium exchanger), member 1          | Tanc1                                             | tetratricopeptide repeat, ankyrin repeat and coiled-coil containing 1                  |
| Cacna1g                                              | calcium channel, voltage-dependent, T type, alpha 1G subunit          | Dlgap3                                            | discs, large (Drosophila) homolog-associated protein 3                                 |
|                                                      |                                                                       | Sipa111                                           | signal-induced proliferation-associated 1 like 1                                       |
|                                                      |                                                                       | Slc8a1                                            | solute carrier family 8 (sodium/calcium exchanger), member 1                           |
| <b>KEGG pathway</b>                                  | <b>REGULATION OF ACTIN CYTOSKELETON 4810</b>                          | Cdc42bpa                                          | CDC42 binding protein kinase alpha                                                     |
| C=216;O=3;E=0.29;R=10.30;rawP=0.0032;adjP=0.0032     |                                                                       | Cdh3                                              | cadherin 3                                                                             |
| Arhgef6                                              | Rac/Cdc42 guanine nucleotide exchange factor (GEF) 6                  | Esam                                              | endothelial cell-specific adhesion molecule                                            |
| Fgf11                                                | fibroblast growth factor 11                                           | Ccnd1                                             | cyclin D1                                                                              |
| Grf1                                                 | glucocorticoid receptor DNA binding factor 1                          |                                                   |                                                                                        |
| <b>KEGG pathway</b>                                  | <b>FOCAL ADHESION 4510</b>                                            | <b>KEGG pathway</b>                               | <b>ARACHIDONIC ACID METABOLISM 590</b>                                                 |
| C=200;O=3;E=0.27;R=11.13;rawP=0.0026;adjP=0.0030     |                                                                       | C=90;O=3;E=0.12;R=24.73;rawP=0.0003;adjP=0.0007   |                                                                                        |
| Col1a1                                               | collagen, type I, alpha 1                                             | Alox12b                                           | arachidonate 12-lipoxygenase, 12R type                                                 |
| Ccnd1                                                | cyclin D1                                                             | Cyp4f15                                           | cytochrome P450, family 4, subfamily f, polypeptide 15                                 |
| Grf1                                                 | glucocorticoid receptor DNA binding factor 1                          | Ltc4s                                             | leukotriene C4 synthase                                                                |

- [1] E. Sanz, L. Yang, T. Su, D.R. Morris, G.S. McKnight, and P.S. Amieux, Cell-type-specific isolation of ribosome-associated mRNA from complex tissues. *Proc Natl Acad Sci U S A* 106 (2009) 13939-44.
- [2] E.J. Mientjes, I. Nieuwenhuizen, L. Kirkpatrick, T. Zu, M. Hoogeveen-Westerveld, L. Severijnen, M. Rife, R. Willemsen, D.L. Nelson, and B.A. Oostra, The generation of a conditional Fmr1 knock out mouse model to study Fmrp function in vivo. *Neurobiol Dis* 21 (2006) 549-55.
- [3] L. Madisen, T.A. Zwingman, S.M. Sunkin, S.W. Oh, H.A. Zariwala, H. Gu, L.L. Ng, R.D. Palmiter, M.J. Hawrylycz, A.R. Jones, E.S. Lein, and H. Zeng, A robust and high-throughput Cre reporting and characterization system for the whole mouse brain. *Nat Neurosci* 13 (2010) 133-40.
- [4] H. Luuk, S. Koks, M. Plaas, J. Hannibal, J.F. Rehfeld, and E. Vasar, Distribution of Wfs1 protein in the central nervous system of the mouse and its relation to clinical symptoms of the Wolfram syndrome. *The Journal of comparative neurology* 509 (2008) 642-60.

How the deposited data were processed for this re-analysis (not part of the article)

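The authors sequenced ribosome-bound RNA of CA1 pyramidal neurons, immunoprecipitated through HA-tagged Rpl22, from 6 wild-type and 6 Fmr1 -/y libraries, each made from a pool of 4 to 6 mice. They aligned the reads with TopHat to mm10 with UCSC gene models, counted them per gene with HTSeq in union mode using the strand of the reads, and deposited the counts of 24079 genes without normalization. Of these genes, 4594 had 0 reads in all libraries. The paper filtered genes with fewer than 15 reads in total and tested the counts with DESeq2. Which libraries shared a sequencing lane is not named in the paper's text.

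The deposited counts were read as they stand, with the columns assigned to genotypes by the sample labels. Genes with at least 15 reads over the 12 libraries were kept, which left 17823. The main comparison used edgeR 4.0.16 (TMM normalization, quasi-likelihood fit and test, no block and no covariate) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. The standard error given for a log2 fold change is its size divided by the square root of the F statistic. Levels are TMM-normalized CPM, with the SD over 6 libraries. Depth was 39400980 to 65565479 reads per library. Fold changes against libraries without reads were computed against a floor of 3 reads.

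Before the data were examined, these alternatives were set: DESeq2's size factors or none in place of TMM, DESeq2 1.42.0 with and without a fold change prior, limma 3.58.1 voom, edgeR's filterByExpr, a filter of at least 1 read in total or of at least 10 reads in every library, robust fitting, the replicate number as a block, 1 surrogate variable (sva 3.50.0), each library left out, and thresholds of 0.1 and 0.01. Further filtering rules of DESeq2, a block, thinning and left-out libraries in DESeq2, and a marker score as a covariate were added after the data were seen. The pairing comes from the replicate numbers in the sample labels, and the paper describes no pairing of the pools. Cell-type scores are the mean log2 CPM (prior count 2) over each of 15 lists of marker genes written beforehand, compared with a two-sided exact permutation test.

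The genes named in the text are those the paper names in its text, figures and supplements, and the 5 lower and 5 higher genes with the smallest p among those past the threshold. Genes outside this rule are named as such. Both tools were tested on simulated counts with 200 changed genes in each of 5 runs over the 17823 genes, drawn from the means, dispersions and library sizes of these data. The changed genes were picked among those with a mean above 1 CPM, so the shares recovered apply above that level. At a threshold of 0.05, edgeR recovered 69.3% of the changed genes and 4.54% of its calls were unchanged genes, and DESeq2 recovered 76.0% with 14.6% of its calls unchanged. Coordinates were found for 99.8% of the genes tested and transcript lengths (GENCODE) for 93.2%, matched by Entrez identifier. The comparison of transcript length among genes past the threshold was not possible in edgeR's test, which called no higher gene. The immunofluorescence, qRT-PCR, immunoblot and spine data, and the published list of FMRP-bound mRNAs, were not used here. The values of 1 gene that the paper names are not reported here.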

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

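In each genotype's 6 libraries, the level of 79 genes and of 15 marker scores was searched for a single library far from the others, with the gap to its neighbour divided by the range of the group. Of 188 groups, 13 had a ratio above Dixon's critical value for 6 samples, where chance gives about 9.4. No technical or biological explanation was tested for them one by one. In Fmr1 -/y libraries the ratio was 1.0 for Fmr1, where 1 read was counted in replicate 2 and none in the others. Wild-type replicate 1 was high for Klk8 (ratio 0.701, 31.5 against 17.9 to 22.0 CPM), Ccnd1 (0.712, 177.5 against 141.4 to 151.8 CPM) and Doc2b (0.725, 308.8 against 234.1 to 254.7 CPM). Wild-type replicate 3 was high for Hs3st4 (0.720, 105.6 against 81.1 to 88.0 CPM), and wild-type replicate 6 low for Dpy19l3 (0.696, 61.7 against 69.5 to 72.9 CPM). Among Fmr1 -/y libraries, replicate 6 was high for Kcnq3 (0.643, 11.5 against 7.90 to 9.20 CPM), replicate 4 low for Kcnk2 (0.750, 42.3 against 46.5 to 47.9 CPM) and high for Neurog2 (0.729, 0.792 against 0.603 to 0.654 CPM), replicate 1 high for Slc7a10 (0.634, 52.6 against 31.2 to 39.02 CPM), replicate 5 high for Dmgdh (0.733, 4.21 against 1.20 to 2.00 CPM) and replicate 2 low for Cml3 (0.639, 3.03 against 4.35 to 5.09 CPM). The mean log2 CPM of the 2 CA1 markers the paper uses, Wfs1 and Slc1a1, was low in wild-type replicate 4 (0.716, 8.80 against 9.07 to 9.18). Without wild-type replicate 1, the log2 fold change of Klk8 was -0.74 and still past the threshold.

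DESeq2 with its current defaults called 6 genes that Figure 3A does not draw. Apart from Neurog2, which the paper names, these genes were chosen after their values were seen. Lgals12 (DESeq2's log2 fold change 1.57, DESeq2 adjusted p = 0.0090) and Olfr570 (1.48, 0.011) were higher in Fmr1 -/y libraries. Neurog2 (-1.04, 0.0045), Pirt (-1.09, 0.0068), Tmprss6 (-1.18, 0.047) and Wnt3a (-1.50, 0.013) were lower. None was past 0.05 in edgeR's test, where the adjusted p-values were 0.181 to 0.301. The highest mean of either genotype was 3.09 CPM, for Tmprss6 in wild-type libraries. In simulated counts 14.6% of DESeq2's calls were unchanged genes, so that false calls are a candidate explanation, from which these cannot be told apart one by one. No genes of the lowest levels were made to change in the simulation. The share is therefore not a rate for genes as low as Lgals12 or Wnt3a.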

How the results depend on the processing

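Fmr1 and Serpina3n kept their direction and an adjusted p under 0.05 in all alternatives set before the data were examined that kept the gene (the filter of 10 reads in every library removes Fmr1). The log2 fold change of Fmr1 was -5.67 with DESeq2's fold change prior and between -14.2 and -12.0 in the others. Klk8 and Efcab6 kept their direction in all of them. Klk8 lost the threshold with the filter of 10 reads in every library (log2 fold change -0.87, adjusted p = 0.051), with 1 surrogate variable (-0.86, adjusted p = 0.084), and in 7 of the 12 fits that each left out one library, in which its log2 fold change ran from -0.93 to -0.74. Over all of these alternatives its adjusted p ranged from 3.8e-06 to 0.109. For 29 genes other than Fmr1 and Klk8, with Serpina3n and Efcab6 among them, 667 comparisons with an alternative were made and none changed direction. In 55 of them a gene passed the threshold that did not pass in edgeR's test, 27 with each of the DESeq2 settings, and in 12 a gene no longer passed, which was Efcab6 each time. The cause was not tested.

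The number of genes past the threshold depended mostly on the test. edgeR gave 4 genes, all lower and all of Figure 3A. The 12 FMRP-bound genes, none past the threshold, all had an unadjusted p under 0.05. It gave 1, 1 and 1 for changed, lower and Figure 3A genes with the filter of 10 reads in every library, 2, 2 and 2 with 1 surrogate variable and 2, 2 and 2 at a threshold of 0.01. At a threshold of 0.1 it gave 6 genes, 1 of them higher. With a non-neuronal marker score as a covariate, chosen after seeing the data, 2 genes passed. Across the 12 fits that each left out one library, it gave from 2 to 6 genes changed, from 2 to 5 lower, from 0 to 1 higher and from 2 to 6 of Figure 3A. The other edgeR alternatives and limma voom gave 4 or 5 genes, with all 4 genes shared. DESeq2 with its current defaults gave 84 genes, 53 lower and 31 higher, with 78 genes of Figure 3A and 12 FMRP-bound ones. With the fold change prior it gave 82, 52, 30, 77 and 12. Rules of filtering chosen after seeing the data gave, in the same order, 81, 52, 29, 74 and 11 (filtering set for 0.05). Without independent filtering the counts were 80, 51, 29, 73 and 10. The filter with most calls at a threshold of 0.1, read here at 0.05, gave 83, 53, 30, 78 and 12. With the prior as well, these rules gave 80, 50, 30, 75 and 11, then 78, 49, 29, 73 and 10, then 79, 50, 29, 78 and 12. The cause of the difference between edgeR and DESeq2 is taken up under the other observations.

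The groups share replicate numbers. The mean correlation of same-numbered libraries' deviations from their group means was 0.025 over all genes, 0.099 for genes over a mean log2 CPM of 1, and 0.15 for genes over 5. Single same-numbered pairs ran from -0.08 to 0.09 over all genes, from -0.24 to 0.35 for genes over 1 and from -0.44 to 0.60 for genes over 5, so at each of these levels at least 1 pair went the opposite way. The correlations do not settle whether the numbers pair the pools. With the replicate block, edgeR gave 4 genes, the same 4, and Klk8 had an adjusted p of 0.048. DESeq2 with the replicate block, chosen after seeing the data like the following DESeq2 fits, gave 146 genes, 65 of them of Figure 3A. Leaving out one library in DESeq2 gave from 35 to 147 genes, with from 30 to 70 of the 78 genes of Figure 3A. With library totals thinned to the smallest, DESeq2 gave 82 genes and 71 of the 78.

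No marker list passed the threshold in any setting, and no setting paired libraries by replicate number. The share of chromosome X genes was 0% of the 3 genes past the threshold other than Fmr1 and 6.49% of the 77 genes of Figure 3A other than Fmr1, against 3.5% of the other genes. Transcript length could not be compared among edgeR's calls, since none was higher.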

Differences from the paper's values

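The paper reports 78 differentially expressed genes, and edgeR's test gave 4. The paper's 49 downregulated genes stand against 4 here, its 29 upregulated genes against 0 (764 higher genes had an unadjusted p under 0.05), and its 12 FMRP-bound genes against 0 (all 12 had an unadjusted p under 0.05). Of the alternatives set before the data were examined, DESeq2 with its current defaults (84, 53, 31 and 12) and DESeq2 with a fold change prior (82, 52, 30 and 12) were within 1.5 times the paper's values, and none of the others was. The 6 further rules of filtering in DESeq2 were run after seeing the values, and all were within that range. Without independent filtering and with the prior, DESeq2 gave the paper's 78, 49 and 29, but 73 of these 78 genes are in Figure 3A and 10 of the 12 FMRP-bound genes passed. With the prior and the expression filter that gives most calls at a threshold of 0.1, it gave 79 genes at 0.05. These include all 78 of Figure 3A. Without the prior, that filter gave 83, including all 78.

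The paper describes Neurog2 as equally expressed in the genotypes and refers to qRT-PCR, a different assay that was not used here. In the RNAseq counts of the pools it was a low gene, at 1.34 CPM in wild-type and 0.653 CPM in Fmr1 -/y libraries. This was 48.6% of wild type (log2 fold change -1.04, adjusted p = 0.181 in edgeR's test and from 0.0045 in DESeq2 to 0.379 over the alternatives). The paper places Klk8 just after Fmr1 together with Serpina3n, and in the counts Serpina3n had the smaller p of the pair (4.6e-07 against 6.0e-06 in edgeR).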

Other observations

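The tests below were written down before their results were seen, with the counts of 4 and 84 genes already known. The definition used to count genes of high level in a single library was chosen after seeing the data.

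Other splits of the 12 libraries that part all 6 same-numbered pairs were tested as if they were genotypes. Of 32 such splits, 1, the real one, gave as many as 4 genes in edgeR, and 1 of 32 gave as many as 84 in DESeq2. The other splits of this kind gave fewer, up to 43 genes in DESeq2. Among 68 splits that leave pairs together, 1 gave at least 4 genes in edgeR, and 4 gave at least 84 in DESeq2, with up to 1385. The count of the real split includes Fmr1, the gene knocked out. Without Fmr1 it was 3 genes in edgeR, reached by 1 of the 32 splits and 2 of the 68. In DESeq2 it was 83 genes, reached by 1 of the 32 and 4 of the 68.

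A pair of explanations was tested for the 4 genes of edgeR against the 84 of DESeq2. In simulated counts of this size, 14.6% of DESeq2's calls were unchanged genes and 4.54% of edgeR's, at a nominal 5%, so that part of the additional calls may be false. DESeq2 recovered 1.10 times as many of the changed genes as edgeR. Over the 5 runs, with 200 changed genes each, edgeR made 726 calls and DESeq2 890. The simulation thus did not reproduce a gap of 4 against 84 genes. It cannot decide between false calls and a lack of power of edgeR. Other numbers of changed genes were not simulated. At a 1.3-fold change, the smallest simulated, 41.5% of genes were recovered by edgeR and 54.6% by DESeq2. The genes of Figure 3A with smaller changes were not covered by this simulation, which leaves a lack of power open for them as well. The median log2 fold change of the lower genes was -0.31.

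RNA of other cell types in the immunoprecipitate was weighed for the genes of Figure 3A. With a non-neuronal marker score as a covariate, 81.9% of the median log2 fold change of the 29 higher genes was left and 99.2% of that of the 49 lower genes. Of 15 marker lists none differed between the genotypes after Benjamini-Hochberg adjustment, and 3 had an unadjusted p under 0.05 (two-sided exact permutation tests, 924 groupings of the libraries). These tests did not pair libraries by replicate number, so they do not decide on differences within same-numbered pairs. Endothelial genes were 0.33 higher on the log2 scale in Fmr1 -/y libraries and above the wild-type mean in 6 of 6 (exact permutation test, p = 0.022, adjusted p = 0.176). Astrocyte genes were 0.21 higher, in 6 of 6 (exact permutation test, p = 0.045, adjusted p = 0.176). The log2 difference of the CA1 markers the paper uses was -0.16, with 0 of 6 above the wild-type mean (exact permutation test, p = 0.0498, adjusted p = 0.176). With the median over the list in place of the mean, endothelial genes were 0.28 higher, above the wild-type mean in 4 of 6 (exact permutation test, p = 0.091, adjusted p = 0.273). With DESeq2's size factors the p of the CA1 markers was 0.054 (exact permutation test, adjusted p = 0.181). The unadjusted p of the astrocyte genes stayed between 0.037 and 0.045 in the settings tried. Ttr, a gene of the choroid plexus list, ran from 5905 to 16916 RPM, and the ribosomal RNA gene Rn45s from 4483 to 38786 RPM.

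Chromosome X held 5 of the 77 genes of Figure 3A other than Fmr1 (Fisher's exact test, two-sided, p = 0.197). With 5 genes this test cannot exclude a higher share, and it does not take the distance to Fmr1 into account. The nearest of them to Fmr1, which starts at 68678536, were Pnck, which starts at 73655992, and Arhgef6, which starts at 57231485, so that alleles linked to Fmr1 are not ruled out for these genes. Within 2 Mb of each other lay 6 pairs of these genes, and 79.6% of 10000 random gene sets of matched level had as many. Klk8, which starts at 43797532 on chromosome 7, formed such a pair with 2310002F09Rik (from 43745466 to 43755936). That gene was also lower, at 55.8% of wild type (log2 fold change -0.84, adjusted p = 0.247 in edgeR's quasi-likelihood test). The count of pairs took no account of direction or of distance within 2 Mb, so it does not decide on a local effect at Klk8. Genes drawn as downregulated had longer transcripts than those drawn as upregulated (median of the longest transcript 5040 against 2268 nucleotides, 48 and 29 genes, permutation test, two-sided, p = 3e-05). With the median transcript the values were 2603 and 885.5 nucleotides. Over 16607 genes, which are not independent replicates, log2 fold change fell with length (Spearman's rho -0.20). Removal of a linear trend moved the medians little. That of the lower genes stayed at -0.31 and that of the higher genes went from 0.56 to 0.53, which left at least 94.3% of either. Since this correction was small, it does not rule out a length bias of another form. Whether such a bias gives the length difference between the lists was not tested.

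In Fmr1 -/y replicate 5, 43 genes with at least 10 reads had over 4 times the RPM of any other library, against 0 to 8 genes in each of the others. No gene had at least 1 RPM there and under 0.1 RPM in all the others. Reads on 1460 olfactory and vomeronasal receptor genes were 1.06 times the median of the other libraries, which goes against genomic DNA. This library was the deepest, with 65565479 reads, and had the fewest genes with at least 3 reads, 16536 against 16761 to 17099 in the others. After thinning to the smallest total these were 16400 against 16679 to 16946 genes. This was neither of the outcomes set beforehand for sequencing depth, so by those outcomes the test did not decide. The number of genes stayed below the range of the others at equal totals, which argues against depth for the lower number. The 43 high genes were not recounted after thinning. Wild-type replicate 1, the next deepest library with 55745464 reads, had 0 such genes. No explanation for the pattern was found. Fmr1 -/y libraries were deeper than wild-type ones in the median, and after thinning 71 of the 78 genes stayed past DESeq2's threshold.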
